# Altered Expression of *TMEM43* Causes Abnormal Cardiac Structure and Function in Zebrafish

**DOI:** 10.3390/ijms23179530

**Published:** 2022-08-23

**Authors:** Miriam Zink, Anne Seewald, Mareike Rohrbach, Andreas Brodehl, Daniel Liedtke, Tatjana Williams, Sarah J. Childs, Brenda Gerull

**Keywords:** TMEM43, arrhythmogenic cardiomyopathy, zebrafish, CRISPR/Cas9

## Abstract

Arrhythmogenic cardiomyopathy (ACM) is an inherited heart muscle disease caused by heterozygous missense mutations within the gene encoding for the nuclear envelope protein transmembrane protein 43 (*TMEM43*). The disease is characterized by myocyte loss and fibro-fatty replacement, leading to life-threatening ventricular arrhythmias and sudden cardiac death. However, the role of TMEM43 in the pathogenesis of ACM remains poorly understood. In this study, we generated cardiomyocyte-restricted transgenic zebrafish lines that overexpress *eGFP*-linked full-length human wild-type (WT) *TMEM43* and two genetic variants (c.1073C>T, p.S358L; c.332C>T, p.P111L) using the Tol2-system. Overexpression of WT and p.P111L-mutant TMEM43 was associated with transcriptional activation of the mTOR pathway and ribosome biogenesis, and resulted in enlarged hearts with cardiomyocyte hypertrophy. Intriguingly, mutant p.S358L TMEM43 was found to be unstable and partially redistributed into the cytoplasm in embryonic and adult hearts. Moreover, both TMEM43 variants displayed cardiac morphological defects at juvenile stages and ultrastructural changes within the myocardium, accompanied by dysregulated gene expression profiles in adulthood. Finally, CRISPR/Cas9 mutants demonstrated an age-dependent cardiac phenotype characterized by heart enlargement in adulthood. In conclusion, our findings suggest ultrastructural remodeling and transcriptomic alterations underlying the development of structural and functional cardiac defects in TMEM43-associated cardiomyopathy.

## 1. Introduction

Arrhythmogenic cardiomyopathy (ACM) is a hereditary heart muscle disease leading to life-threatening ventricular arrhythmias and sudden cardiac death, often in young people between adolescence and mid-adulthood. Pathologically, ACM is characterized by progressive loss of myocytes and fibro-fatty replacement of biventricular myocardium [1,2,3]. Despite uncovering disease-linked variants in more than 25 different genes, a significant number of patients do not carry pathogenic variants, and, conversely, many ACM patients bearing variants with high penetrance do not present cardiac symptoms, even at older ages. This indicates a complex and heterogeneous etiology, with polygenic, epigenetic, and environmental factors underlying the development of ACM [4,5]. As a consequence, clinical diagnosis of ACM remains challenging, even with the application of the task force criteria or Padua criteria. The diagnosis depends on a broad clinical assessment of patients with a combination of various types of information, including electro- and echocardiographic, histopathological, and genetic data. Moreover, it is important to consider differential diagnosis that encompasses manifestations in an athlete’s heart, cardiac syndromes orare common with other cardiomyopathies [1,4,6]. The majority of ACM-linked mutations are located in gene-encoding proteins of desmosomal and other intercellular junctional complexes, such as plakophilin-2 [7] or desmoplakin [8]. However, mutations residing in non-desmosomal gene-encoding proteins with biological functions in nucleoskeletal [9,10,11] and cytoskeletal architecture [12,13], calcium handling [14,15], sodium transport [16], and cytokine signaling [17] have also been described. A heterozygous variant (c.1073C>T, p.S358L) within the transmembrane protein 43 (*TMEM43*) gene has been unequivocally identified to cause a fully penetrant and sex-influenced form of ACM in unrelated patients around the globe [18,19,20,21,22]. Other rare TMEM43 variants (NM_024334.3(TMEM43): c.265G>A, p.V89M; c.896G>C, p.R299T; c.331C>G, p.P111L) have also been proposed to be causative for ACM [23,24]. The heterozygous TMEM43 missense variants c.253G>A (p.E85K) and c.271A>G (p.I91V) have been reported to cause Emery–Dreifuss muscular dystrophy type 7 [25,26]. Recently, a nonsense TMEM43 variant (c.1114C>T, p.A372X) has been identified in two Asian families with inherited late-onset auditory neuropathy spectrum disorder (ANSD) without causing any cardiac abnormalities [27]. TMEM43 is an integral protein of the inner nuclear membrane, but is also found in adherens and composite junctions of cardiomyocytes (CMs) and epithelial cells [28,29]. Structurally, the protein contains four transmembrane domains (TMD) and a large hydrophilic domain that is exposed to the endoplasmic reticulum (ER). TMEM43 has been shown to interact with components of the linker of nucleoskeleton and cytoskeleton (LINC) complex, such as emerin and lamins, and thus is involved in the organization of the nuclear membrane [28]. To date, several model systems, including induced pluripotent stem cell derived CMs (iPSC-CMs), transgenic mice and rats carrying the *TMEM43* c.1073C>T, p.S358L variant, or *Tmem43* knock-out mutations have been generated to investigate the molecular mechanism underlying ACM [22,30,31,32,33,34,35]. However, the associated phenotypes among the animal models are highly variable, suggesting a controversial role of Tmem43 in murine heart. Although previous studies imply that the canonical WNT, NF-κB, and TGF-β signaling pathways may play a role in the pathogenesis of TMEM43-associated ACM, the exact molecular mechanisms have not yet been fully elucidated [30,33]. Here, we report, for the first time, the generation and characterization of transgenic zebrafish lines carrying either different ACM-associated TMEM43 variants (c.332C>T, p.P111L; c.1073C>T, p.S358L) or *tmem43* knock-out mutations. Our data demonstrate that cardiac overexpression of human *TMEM43* may affect cardiac development in zebrafish at an early developmental stage. Expression of either wild-type (WT) or TMEM43 p.P111L provoke hypertrophic ventricular CMs and, subsequently, result in enlarged hearts through hyperactivation of the mTOR pathway and ribosome biogenesis. Moreover, we demonstrate that TMEM43 variants lead to ultrastructural remodeling and transcriptomic changes in ventricular tissue. Loss of function *tmem43* mutants have been established by using CRISPR/Cas9 and display no impact on embryonic cardiac development or contractility, but leads to late-onset enlargement of the heart. Our data strongly indicate that gain and loss of function of *TMEM43*/*tmem43* alter cardiac morphology and function in zebrafish, thereby resembling pathophysiology in ACM patients.

## 2. Results

### 2.1. Conservation and Expression of TMEM43 Ortholog in Zebrafish

To assess the suitability of the zebrafish as a model system for TMEM43-associated cardiomyopathy, we determined the homology of zebrafish tmem43 with the corresponding sequences of humans and various other species. The zebrafish possesses a single tmem43 ortholog (ZDB-GENE-040426-2348) encoding a 391 amino acid protein (UniProt: A8KBQ5). BLAST analysis of human TMEM43 (RefSeq: NP_077310.1; UniProt: Q9BTV4) amino acid sequence against Danio rerio (GenBank accession: AAI54205.1), Xenopus tropicalis (XP_002938277), Gallus gallus (XP_414378), Canis lupus familiaris (XP_541751), Pan troglodytes (XP_001157301), Mus musculus (NP_083042.1), and Rattus norvegicus (NP_001007746) determined evolutionary conservation throughout vertebrate evolution (Supplementary Figure S1). Protein sequence alignment using the Needleman–Wunsch algorithm resulted in 50.2% amino acid identification between human and zebrafish TMEM43, indicating a high level of conservation. The serine residue at amino acid position 358 is conserved in all species, whereas the proline residue at position 111 showed weak conservation and is replaced by a histidine residue in zebrafish. Since tmem43 has not been functionally investigated in zebrafish, we first determined the expression profile of tmem43 during embryonic stages and in adult zebrafish tissues by performing semi-quantitative reverse-transcription PCR (RT-PCR) using tmem43-specific primers and cDNA obtained from whole embryos or a set of adult organs (Supplementary Figure S2). Expression of tmem43 can be detected in all organs considered including heart, liver, eye, ovary/testis, brain, and skeletal muscle at 24 hours post fertilization (hpf), 2 and 3 days post-fertilization (dpf), implying a rather broad and ubiquitous expression. The spatial expression pattern of tmem43 by whole-mount in situ hybridization (WISH) revealed a diffuse signal in the head region at 24 hpf (Supplementary Figure S3A(a–c)). From 2 to 3 dpf, additional signals appeared in the heart, the pectoral fin, and the otic vesicle (Supplementary Figure S3A(d–i)). The tmem43 sense probe (negative control) did not detect any target in the same developmental stages, confirming the specificity of the antisense probe (Supplementary Figure S3B).

### 2.2. In Silico Modeling of the p.S358L Variant Predicts Conformational Change of TMEM43

In addition to the previously described deleterious TMEM43 variant c.1073C>T (p.S358L) [18,19,21], another novel TMEM43 variant (c.332C>T, p.P111L) was reported in one affected individual with ACM [24]. This missense variant was considered to be relevant because it was absent in 300 healthy controls and was classified possibly damaging by the prediction program PolyPhen-2. Recently, two further ACM-associated variants of TMEM43 (VCV001423775.1: c.331C>G, p.P111A; VCV001516992.1: c.332C>A, p.P111Q) have been reported at position 111 (ClinVar-database; April/2022). p.P111A and p.P111Q variants are absent in the population database (gnomAD v2.1.1) and very rare for the p.P111L variant (Supplementary Table S1). However, different prediction programs for the effect of missense changes on protein structure and function suggest that all three variants at p.P111 are likely to be tolerated, whereas ClinPred [36] classifies p.P111A as likely pathogenic (Supplementary Table S1). To analyze the structural effect of the different amino acid substitutions, we modeled WT, p.S358L, p.P111A, p.P111Q, and p.P111L TMEM43 proteins in silico (Figure 1). The p.S358L variant in TMD3 potentially alters TMEM43 conformation and resulted in a lower structural compactness compared to WT TMEM43 (Figure 1A,B). In contrast, the p.P111 variants appeared to have minor effects on TMEM43 protein structure, as there are little physiochemical differences between the proline residue and the substituents (Figure 1C–F).

### 2.3. The p.S358L Variant Alters Cellular Localization of TMEM43 in Zebrafish Cardiomyocytes

To study the role of TMEM43 in the zebrafish heart, we established the first transgenic zebrafish model with cardiac-restricted overexpression of eGFP-linked full-length human WT TMEM43 (TMEM43-WT) and the respective genetic variants p.S358L (TMEM43-S358L) and p.P111L (TMEM43-P111L) using the Tol2 transposon system (Supplementary Figure S4) [37,38]. All analyses were performed on progeny of F2 incrosses. First, we examined the expression levels of the transgene in adult ventricles by quantitative RT-PCR (qPCR) with probes detecting exclusively the human TMEM43 gene (Figure 2A). Both TMEM43 variant lines demonstrated a significant reduction in transgene mRNA expression levels compared to the TMEM43-WT (TMEM43-P111L: 58.1% and TMEM43-S358L: 16.0% of WT, respectively). Expression level of the endogenous tmem43 gene was slightly reduced in all transgenic lines compared to the non-transgenic control (NTG; Supplementary Figure S5). Subsequently, Western blot analysis revealed a 2.63-fold lower expression of the fusion-protein in TMEM43-S358L ventricles compared to WT, whereas the TMEM43-P111L exhibited a similar expression level to the WT of the fusion-protein (Figure 2B,C). Immunofluorescent staining of transgenic embryos and heart tissue sections of 5-month-old fish revealed TMEM43 signals at the nuclear membrane and the endoplasmic reticulum (ER) in TMEM43-WT and TMEM43-P111L ventricles, whereas TMEM43-S358L displayed a partial delocalization of TMEM43 with a diffuse distribution throughout the cytosol and an overall weaker expression at the nuclear membrane (Figure 2D,E). Additionally, no signal in the ER was detected in p.S358L mutant ventricles, indicating an unstable p.S358L mutant protein with redistribution to the cytoplasm.

### 2.4. Mutant TMEM43 Impairs Cardiac Development and Alters Cardiac Function at 3 dpf

To determine if WT and mutant TMEM43 overexpression alters cardiac development, we evaluated cardiac morphology and function in transgenic zebrafish embryos at 3 dpf using microscopy techniques. Phenotyping unveiled an increased proportion of cardiac developmental defects in TMEM43 variant overexpressing embryos compared to TMEM43-WT and NTG control (Figure 3A). Moreover, the number of embryos displaying two or more defects is increased. The predominant defects are incorrect looping and pericardial edema (Figure 3B). Next, we looked at the cardiac chamber structure of embryos without any obvious developmental defects, and found these appeared normal on hematoxylin and eosin (H&E) stained sagittal sections of embryos at 3 dpf, with clearly distinguishable atrium, ventricle, and Bulbus arteriosus (Figure 3C). The inner surface of the ventricle developed trabeculation and the outer ventricular wall comprised one- to two-cell layers. Furthermore, we assessed ventricular contractility by measuring fractional shortening (FS) of morphologically normal p.S358L and p.P111L mutant embryos compared to TMEM43-WT and NTG controls. Increased FS values were found in TMEM43-S358L, but not in TMEM43-P111L and TMEM43-WT compared to NTG control (TMEM43-S358L: 20.84 ± 0.54%, *p* = 0.0319; TMEM43-WT: 17.30 ± 0.39%, *p* = 0.0684; TMEM43-P111L: 17.90 ± 0.47%, *p* < 0.9999; NTG: 18.77 ± 0.46%; Figure 3D). Together these data suggest that overexpression of mutant TMEM43 impairs cardiac development and alters function in p.S358L mutant zebrafish embryos.

### 2.5. Cardiac-Restricted Overexpression of TMEM43-WT and TMEM43-P111L Results in Hypertrophied Embryonic and Adult Hearts

Immunofluorescence-staining was performed to determine ventricular CM size and proliferation capacity in TMEM43 overexpressing lines. Staining of myocardial cell borders using an Alcam antibody (Figure 4A) revealed significantly increased CM areas in TMEM43-WT and the TMEM43-P111L lines compared to the NTG control (TMEM43-WT: 69.78 ± 2.69 µm^2^, *p* = 0.0128; TMEM43-P111L: 88.05 ± 2.56 µm^2^, *p* < 0.0001; NTG: 57.51 ± 2.51 µm^2^; Figure 4B). However, when comparing the TMEM43-S358L transgenic line to the NTG control this effect was not observed (TMEM43-S358L: 67.91 ± 2.66 µm^2^, *p* = 0.0915). Furthermore, we investigated whether CM hypertrophy in TMEM43-WT and TMEM43-P111L is associated with organ hypertrophy, which could be confirmed by significantly larger ventricular sizes measured by the end-diastolic ventricular area (TMEM43-WT: 12,307 ± 101.7 µm^2^, *p* < 0.0001; TMEM43-S358L: 10,977 ± 108.2 µm^2^, *p* = 0.3587; TMEM43-P111L: 11,809 ± 147.8 µm^2^, *p* < 0.0001; NTG: 10,536 ± 262.1 µm^2^; Figure 4C). Next, we also examined cell proliferation using the DNA replication marker PCNA (proliferating cell nuclear antigen) to detect ventricular cells in G1- and S-phase at 3 dpf (Figure 4D). Overall, proliferation was not affected in TMEM43-WT and TMEM43-P111L embryos compared to NTG, whereas the TMEM43-S358L line displayed a slightly increased cell proliferation rate (TMEM43-WT: 18.47 ± 3.31%, *p* = 0.3399; TMEM43-P111L: 10.58 ± 2.26%, *p* > 0.9999; TMEM43-S358L: 21.72 ± 2.96%, *p* = 0.0303; NTG: 10.36 ± 2.03%). Finally, quantification of cells in mitosis using phosphorylated Histone H3 (pHH3) on isolated embryonic hearts at 3 to 5 dpf showed no changes of cell proliferation capacity between all genotypes over time (Figure 4E).

To further determine the effect of TMEM43-WT and TMEM43 variants on adult hearts, we examined heart morphology in >5-month-old fish. Male and female TMEM43 transgenic zebrafish survived until adulthood. Quantification of the ventricular area of dissected hearts at >5 months of age showed that the ventricles in TMEM43-WT and TMEM43-P111L transgenic individuals remain enlarged compared to the NTG control. In particular, TMEM43-WT hearts showed a significantly increased ventricular area to body length ratio when compared to NTG hearts (TMEM43-WT: 0.0154 ± 0.0005 mm, *p* = 0.0027; TMEM43-P111L: 0.0151 ± 0.0007 mm, *p* = 0.0612; TMEM43-S358L: 0.0119 ± 0.0004 mm, *p* = 0.5081; NTG: 0.0131 ± 0.0004 mm; Figure 5A(a–d),B). There were no alterations in body length between the different genotypes or genders (Figure 5C). Heart tissue histology stained with H&E revealed no overt abnormalities (Figure 5A(e–h)). Moreover, there was no evidence of myocardial fibrosis based on Masson’s trichrome staining (MTC; Figure 5A(i–l)). Taken together, these data indicate that CM hypertrophy and subsequently enlarged hearts in these lines may be caused by overexpression of intact TMEM43 and is likely not related to genetic alterations. As ACM is often associated with arrhythmias, we conducted electrocardiogram (ECG) analysis to assess cardiac electrophysiology. Minor irregularities were observed in all genotypes, probably due to anesthesia, but no significant cardiac arrhythmias could be measured (Supplementary Figure S6A–D). Furthermore, the mean duration of RR intervals (Supplementary Figure S6E), as well as the average heart rate was similar in all lines (Supplementary Figure S6F). These data suggest that neither the altered cardiac morphology, nor the genetic alterations in TMEM43 appear to affect the conduction system.

### 2.6. Transcriptomic Analysis Reveals Regulation of Various Pathways including Cell Growth and Hypertrophy

We determined enlarged hearts in TMEM43-WT and TMEM43-P111L, that persist until adulthood. Thus, to examine mechanisms resulting in increased cell growth, we analyzed gene expression patterns of 5-month-old zebrafish by performing RNA-seq analyses.

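RNA from pools of dissected ventricles of adult zebrafish was sequenced in 14 libraries: 3 from non-transgenic fish (NTG), 4 from TMEM43-WT, 3 from TMEM43-P111L and 4 from TMEM43-S358L. The transgenes encode human TMEM43 in cardiomyocytes, so reads on zebrafish tmem43 come from the endogenous gene. The paper gives the age of these fish as 5 months, whereas the sample labels give 5 months for 7 libraries and 18 to 21 months for the other 7. By the labels, 2 of 3 NTG, 1 of 4 TMEM43-WT, 1 of 3 TMEM43-P111L and 3 of 4 TMEM43-S358L libraries come from 5-month-old fish. The authors trimmed the reads with Cutadapt 2.5, aligned them to GRCz11 with STAR 2.7.2b and counted reads per gene with featureCounts 1.6.4. The deposited table holds reads per gene that are not scaled for depth or gene length. Part of its values are not whole, so reads that fall on several places or on overlapping features were split, and the 13405 of 39289 features with such values hold 77.6% of all reads. Total reads per library were 20621770 to 25573261 (median 21871839) in NTG, 20977823 to 22326903 (median 21251801) in TMEM43-WT, 21090537 to 32418475 (median 22441148) in TMEM43-P111L and 24508198 to 25576803 (median 24884938.5) in TMEM43-S358L. The median over all libraries was 22.4 M reads, and the paper states 25 M reads per sample; the values use the deposited counts. The counts were rounded, normalized by TMM and tested with edgeR's quasi-likelihood test for the 17437 genes that passed its filter on low counts. A gene counted as differentially expressed (DEG) at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.05, the thresholds of the paper's methods; genotype was the only factor. On simulated data, the comparison of TMEM43-WT with NTG recovered 29.9% of genes changed 2-fold and 92.4% of genes changed 4-fold, so small changes are mostly missed with 3 or 4 libraries per group. Gene lists fixed before the data were examined were tested with camera from limma at a preset correlation of 0.01 between genes, and 50 of 51 lists had enough tested members. With a correlation estimated from the data instead, 0 lists passed an adjusted p of 0.05 in any comparison.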

Principal component analysis (PCA) showed four distinct clusters of samples, suggesting a significant differentiation between groups (Supplementary Figure S7A). 

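NTG ventricles lay apart from the 3 transgenic lines along the first principal component, and the lines lay apart from each other along the second. The first component held 25.3% and the second 18.1% of the variance of rlog values of the 500 most variable genes. On the first component the mean was -19.6 ± 5.06 (SD, n = 3) in NTG and 5.28 ± 0.511 (SD, n = 4) in TMEM43-WT. TMEM43-P111L at 4.03 ± 1.02 (SD, n = 3) and TMEM43-S358L at 6.37 ± 1.29 (SD, n = 4) were on the side of TMEM43-WT. On the second component TMEM43-WT was highest at 12.4 ± 0.951 (SD, n = 4) and TMEM43-S358L lowest at -9.63 ± 2.83 (SD, n = 4), with TMEM43-P111L at -3.55 ± 2.9 (SD, n = 3) and NTG at -0.153 ± 3.59 (SD, n = 3). A permutation test of genotype on both components gave a pseudo-F of 64.8 (p = 1e-05, the smallest that 100000 permutations can give). The age group of the labels gave a pseudo-F of 1.61, computed without removing genotype. Its permutation test gave p = 0.254 over all libraries and p = 0.007 when age groups were permuted within genotypes. The pseudo-F of genotype depended on single libraries and was lowest, at 21.6 (permutation test, p = 4e-05), without TMEM43-WT replicate 5.

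**Figure D1:**
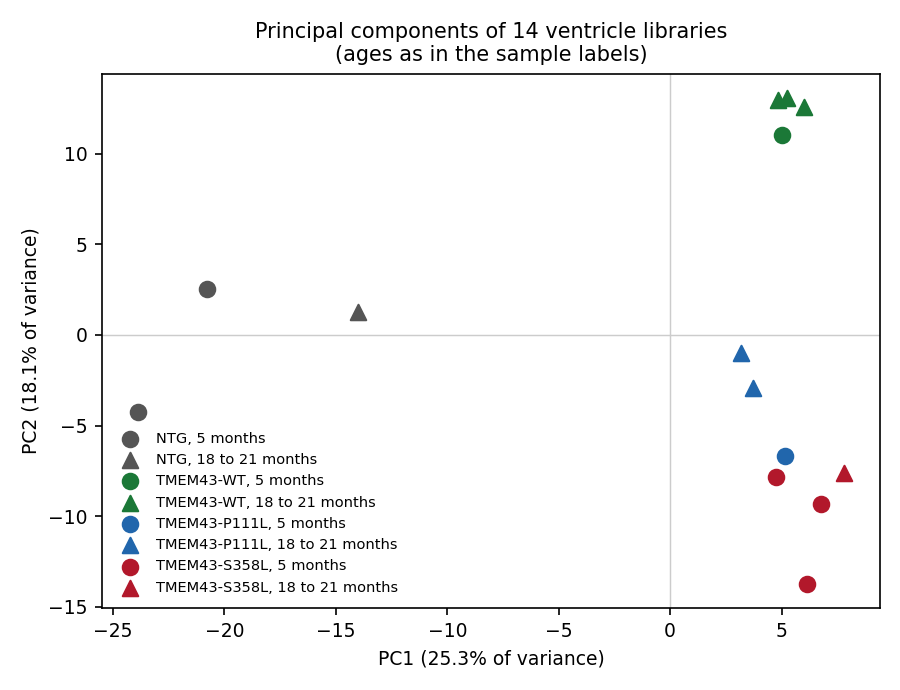
First and second principal component (in percent of variance) of the 14 ventricle libraries, coloured by genotype; circles are 5-month-old and triangles 18- to 21-month-old fish by the sample labels. All NTG libraries lie left of 0 and all transgenic libraries right of 0 on the first component.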

We next performed analysis of differentially expressed genes (DEG) and compared the gene expression profiles of NTG control hearts with those of TMEM43-WT (2301 dysregulated genes; Supplementary Figure S7B), TMEM43-P111L (2078 dysregulated genes; Supplementary Figure S7C) and TMEM43-S358L (1863 dysregulated genes; Supplementary Figure S7D). 

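In TMEM43-WT ventricles 1454 genes differed from NTG, 714 upregulated and 740 downregulated. There were 1324 DEGs in TMEM43-P111L (583 upregulated, 741 downregulated) and 1073 in TMEM43-S358L (467 upregulated, 606 downregulated). The paper used DESeq2, and a later version of it gave 2334, 2106 and 1910 DEGs here at the same thresholds, close to the paper's counts. Several of the strongest changes were common to the 3 lines. On chromosome 3 of GRCz11 from 5403848 to 5413019 lies vmo1a, a homolog of vitelline membrane outer layer 1, which dropped from 125 ± 5.98 CPM, the count normalized to library size (SD, n = 3), in NTG to 8.61 ± 4.41 (SD, n = 4) in TMEM43-WT, 5.67 ± 2.67 (SD, n = 3) in TMEM43-P111L and 6.13 ± 3.05 (SD, n = 4) in TMEM43-S358L. Its log2 fold changes were -3.86 (standard error 0.451, adjusted p = 0.000466 from edgeR), -4.47 (standard error 0.522, adjusted p = 0.000588) and -4.35 (standard error 0.461, adjusted p = 0.000254). Near it, on chromosome 3 from 1 to 5000000, a region picked after seeing the values, 34 of 88 tested genes were DEGs in TMEM43-WT. In TMEM43-P111L 21 and in TMEM43-S358L 17 of them were DEGs, while 1 differed between TMEM43-S358L and TMEM43-WT. A family or strain variant that the lines share and NTG lacks stays open for vmo1a and the other shared changes. The comparisons with NTG cannot tell such a variant from the transgene. The creatine kinase gene ckmb (chromosome 15, 23643718 to 23647073) was 627 ± 510 CPM in NTG, where replicate 3 alone reached 1210 CPM, and 76 ± 27.9, 38.7 ± 3.92 and 54.8 ± 15.1 CPM in TMEM43-WT, TMEM43-P111L and TMEM43-S358L (log2 fold changes -3.04, -4.02 and -3.52). Upregulated in all lines were cacna1aa, a subunit of a voltage-gated calcium channel (chromosome 3, 33768959 to 33903004), and synpo2la, a relative of the actin-binding synaptopodins (chromosome 13, 22249910 to 22263477). The level of cacna1aa was 0.248 ± 0.164 CPM in NTG against 7.81 ± 4.52 in TMEM43-WT, 14 ± 1.73 in TMEM43-P111L and 10.2 ± 9.34 in TMEM43-S358L, and that of synpo2la was 4.13 ± 1.31 against 24.5 ± 3.61, 20.1 ± 3.53 and 24 ± 8.05 CPM. Over all genes, 404 were DEGs in each of the lines, of which 208 were upregulated and 194 downregulated throughout. Among the 7 libraries that the labels give as 5 months old, the counts were 402 for TMEM43-WT and 332 for TMEM43-P111L, with 1 library each, and 893 for TMEM43-S358L, with 3, so that they cannot be compared between lines. Without NTG replicate 3 they were 743, 662 and 503, and without NTG replicate 2 they were 759, 742 and 665.

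**Figure D2:**
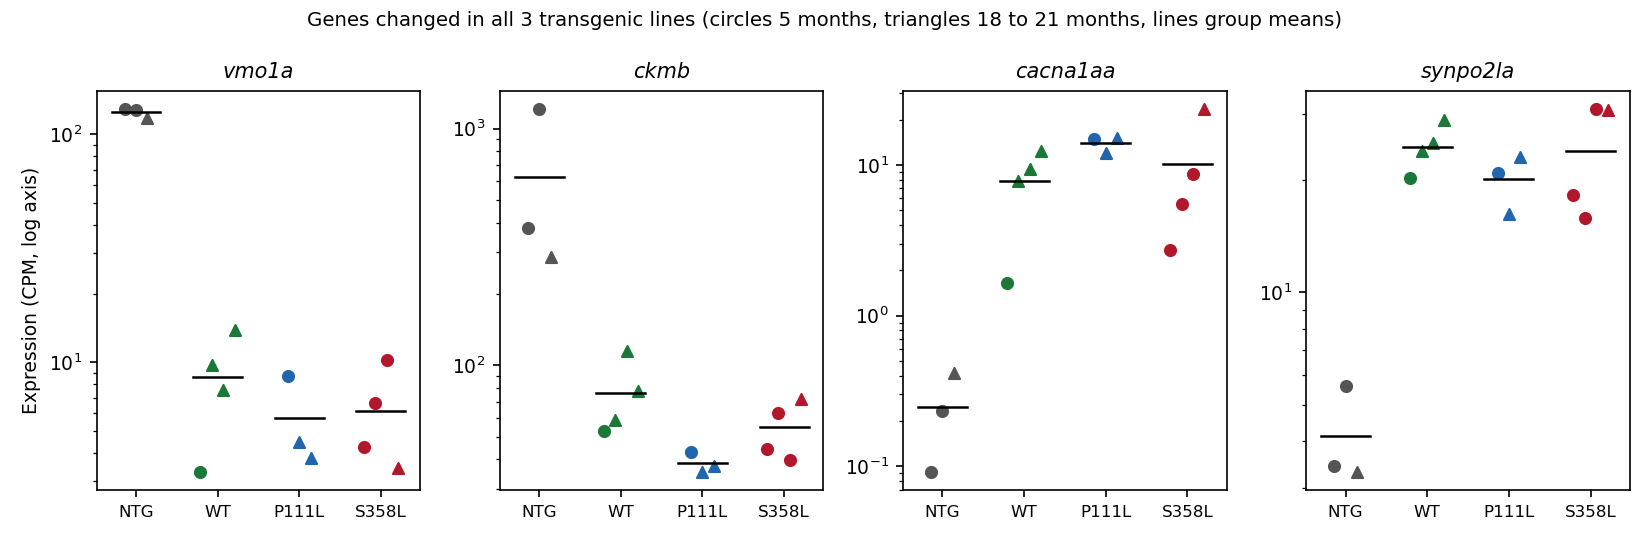
Expression in CPM (log axis) of vmo1a, ckmb, cacna1aa and synpo2la in each library; lines are group means, circles 5-month-old and triangles 18- to 21-month-old fish by the labels. The NTG libraries lie above the transgenic ones for vmo1a and ckmb and below them for cacna1aa and synpo2la.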

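Between TMEM43-WT and TMEM43-P111L, 694 DEGs against NTG overlapped, 346 upregulated in both lines, 344 downregulated in both and 4 with opposite signs. Among them cdh13, which encodes T-cadherin (chromosome 18, 13700770 to 14133191), had log2 fold changes of 2.29 (standard error 0.297, adjusted p = 0.000611 from edgeR) in TMEM43-WT and 2.54 (standard error 0.310, adjusted p = 0.00051) in TMEM43-P111L. The BCL2-interacting protein gene bnip4 fell to a like extent in both, with log2 fold changes of -3.03 (adjusted p = 0.00241) and -3.06 (adjusted p = 0.00518). Other strong changes were not shared. The adenylate cyclase gene adcy7 dropped in TMEM43-WT from 16.1 ± 1.4 CPM (SD, n = 3) in NTG to 0.201 ± 0.165 (SD, n = 4), a log2 fold change of -6.23 (standard error 0.543, adjusted p = 4.16e-05), and did not pass the test in TMEM43-P111L (log2 fold change -1.34, adjusted p = 0.0819). The sulfotransferase gene sult2st1 was upregulated in TMEM43-WT (log2 fold change 3.88, adjusted p = 0.00212) but not in TMEM43-P111L (-0.15, adjusted p = 0.896), and the difference between these lines passed the test (adjusted p = 0.00382). In TMEM43-P111L the cytokine gene csf3a, a granulocyte colony-stimulating factor, had a log2 fold change of -5.37 (standard error 0.621, adjusted p = 0.000506) against -0.12 in TMEM43-WT, again with a difference between the lines (adjusted p = 0.000938). In direct comparison 144 genes differed between TMEM43-P111L and TMEM43-WT. Both lists share the 3 NTG libraries. In 20 simulations of unchanged groups, with the same spread per gene in every group, the log2 fold changes correlated at 0.54 on average. The observed correlation was 0.675, and the covariance was 0.0968 simulated against 0.437 observed. NTG varied more on the first principal component (SD 5.06) than TMEM43-WT (0.511) and TMEM43-P111L (1.02). Noisier NTG libraries alone would raise both simulated values, so the simulations cannot decide how much of the likeness goes beyond the shared controls. Independent lists would share 23.9 upregulated and 31.4 downregulated genes. The overlap was 325 genes without NTG replicate 3 and 343 without NTG replicate 2.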

When comparing “NTG vs. TMEM43-WT” with “NTG vs. TMEM43-P111L”, 1099 common significantly dysregulated genes were found. 

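Some groups of protein synthesis genes had members upregulated in both TMEM43-WT and TMEM43-P111L, while none of 79 cytosolic ribosomal protein genes and none of 17 mitochondrial synthetase genes passed edgeR's test in both. Of 24 cytosolic aminoacyl-tRNA synthetase genes, which load tRNAs with amino acids, 7 were upregulated in TMEM43-WT and 9 in TMEM43-P111L, and none was downregulated (9 and 14 when adjusted over the list alone). Examples are yars with log2 fold changes of 1.07 (standard error 0.209, adjusted p = 0.00689 from edgeR) and 1.25 (standard error 0.220, adjusted p = 0.00472) and the synthetase scaffold gene aimp1 with 0.86 and 1.35. For these genes camera gave adjusted p = 1.65e-05 in TMEM43-WT (adjusted p = 0.951 with an estimated correlation) and adjusted p = 9.45e-08 in TMEM43-P111L (adjusted p = 0.757 with an estimated correlation). Of 119 ribosome biogenesis genes, 14 were upregulated and 1 downregulated in TMEM43-WT, and 19 and 1 in TMEM43-P111L (27 and 1, and 39 and 1, adjusted over the list alone). The snoRNP proteins encoded by snu13a and nop58, which act in ribosomal RNA modification, had log2 fold changes of 2.13 and 1.45 in TMEM43-WT and 2.24 and 1.64 in TMEM43-P111L. Camera gave adjusted p = 1.42e-07 and adjusted p = 1.71e-10 for this list (adjusted p = 0.970 and adjusted p = 0.938 with an estimated correlation). The mTOR genes moved in both directions: of 36 genes of the mTOR complexes and their effectors, 5 were upregulated and 2 downregulated in TMEM43-WT, and 5 and 5 in TMEM43-P111L (6 and 5, and 5 and 7, adjusted over the list alone). Camera gave adjusted p = 0.828 and adjusted p = 0.429 for them. Of 54 regulators that pass amino acid and growth factor signals to mTORC1, 7 were downregulated in TMEM43-WT, 8 in TMEM43-P111L and none was upregulated (8 and 11 downregulated when adjusted over the list alone; camera adjusted p = 0.0229 and adjusted p = 0.00325, and adjusted p = 0.726 and adjusted p = 0.355 with an estimated correlation). Among these were ulk1a, an autophagy kinase inhibited by mTORC1 (log2 fold changes -2.08 and -2.04), and the folliculin gene flcn (-1.28 and -1.62). Fisher's exact test (one-sided, adjusted over 50 lists, threshold 0.1) on the genes changed in both lines found 7 synthetases against 0.955 expected by chance (adjusted p = 0.00094), 12 ribosome biogenesis genes against 4.74 (adjusted p = 0.0279), 6 mTOR effectors against 1.43 (adjusted p = 0.0279) and 7 mTORC1 regulators against 2.15 (adjusted p = 0.0445). Nuclear pore and transport genes, with 12 against 2.99 (adjusted p = 0.00094), and autophagy and lysosome genes, with 9 against 2.35 (adjusted p = 0.00838), also passed. The enrichment of mTOR effectors was lost (adjusted p = 0.144) when genes needed at least 1 CPM in 3 libraries, and the camera call of mTORC1 regulators in TMEM43-WT was lost without NTG replicate 2 (adjusted p = 0.0745).

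**Figure D3:**
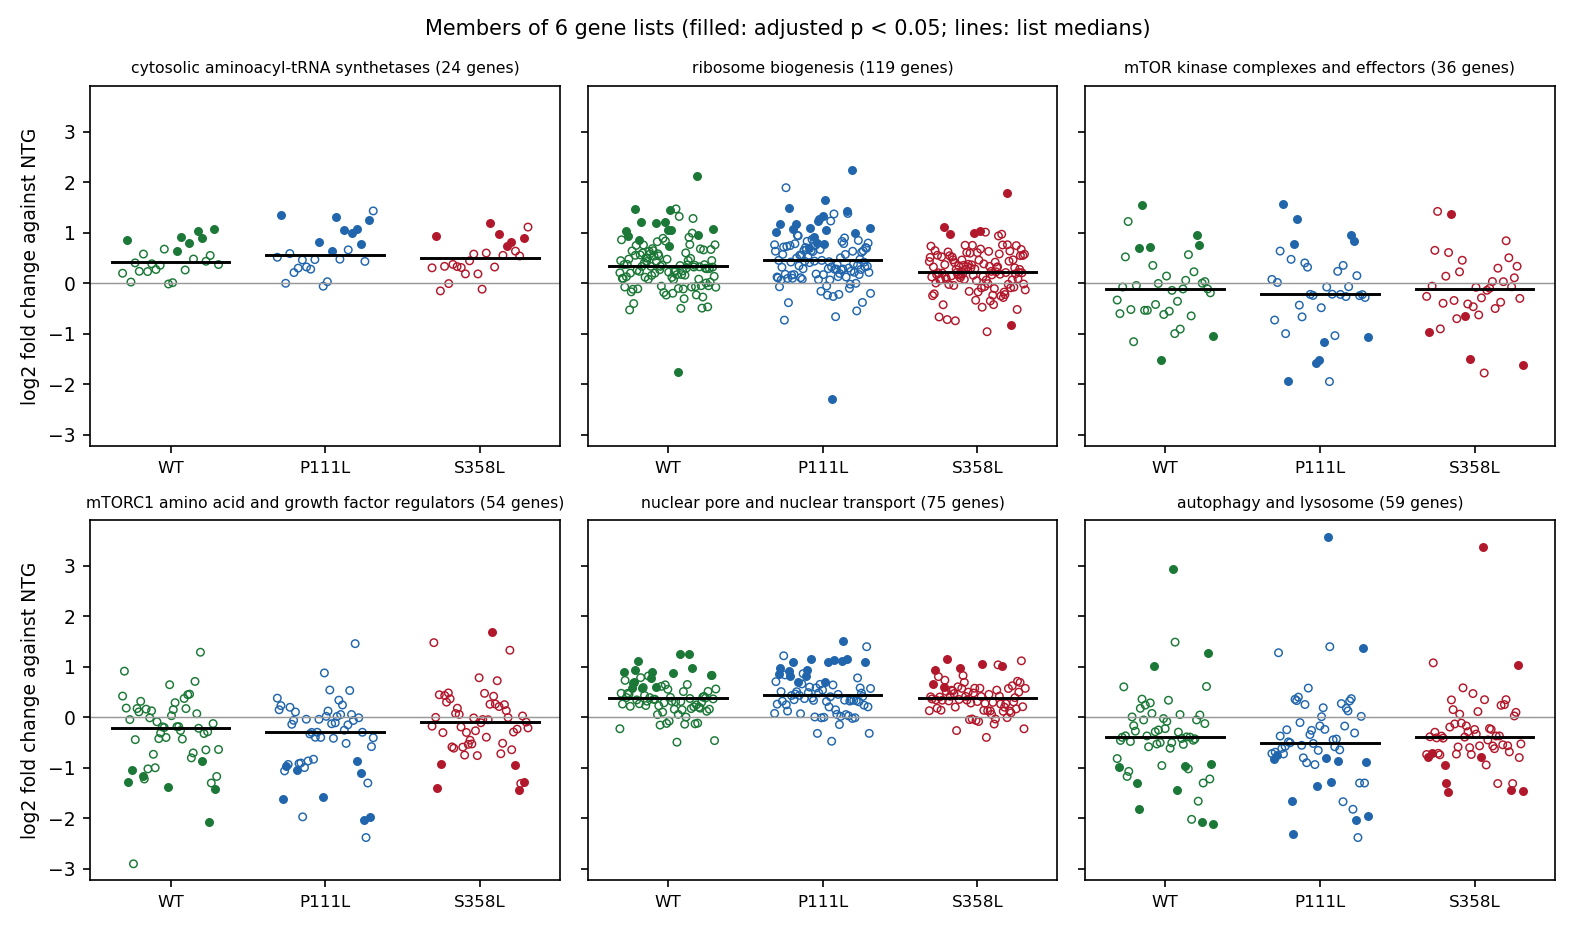
Log2 fold change against NTG of each gene of 6 lists in the 3 transgenic lines; filled points pass an adjusted p of 0.05 over all genes and lines are list medians. The medians of the synthetases are 0.417 in TMEM43-WT and 0.549 in TMEM43-P111L, and those of the mTORC1 regulators -0.209 and -0.295.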

Analysis of enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways using ShinyGO v0.76 (false discovery rate (FDR) < 0.1) revealed the association of DEGs in aminoacyl-tRNA biosynthesis, ribosome biogenesis in eukaryotes, and mTOR signaling (Figure 4D), which all are known to play a pivotal role for cell growth [39]. Hierarchical clustering of the DEGs involved in these enriched KEGG pathways showed that these genes were mainly upregulated in TMEM43-WT and TMEM43-P111L transgenic lines (Figure 4E). 

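The heatmap in Fig. 5E lists 30 genes, of which 21 had positive and 9 negative log2 fold changes in both lines. In TMEM43-WT 17 of them were upregulated, 8 downregulated and 5 did not pass the test (highest adjusted p 0.0714 from edgeR). In TMEM43-P111L 20 were upregulated, 9 downregulated and 1 did not pass (adjusted p = 0.067), and all 30 passed in both lines when adjusted over the list alone. As the study chose these genes from the same libraries, their counts are not independent evidence of the direction. Upregulated genes included the pseudouridine synthase gene dkc1, with log2 fold changes of 1.47 in TMEM43-WT and 1.49 in TMEM43-P111L, and both S6 kinase genes. For these, rps6kb1a had 0.95 and 0.96 and rps6kb1b 0.76 and 0.83. The translation initiation factor gene eif4e1c had 1.54 (standard error 0.270, adjusted p = 0.00387) in TMEM43-WT and 1.27 (standard error 0.281, adjusted p = 0.0138) in TMEM43-P111L. Downregulated genes included several from the upstream part of mTOR signaling: nprl3 and wdr24, members of the GATOR complexes that relay amino acid levels, the insulin receptor gene insra (-1.16 and -1.04) and tbc1d7 of the TSC complex. The mTOR subunit gene mlst8 was lower in TMEM43-P111L (log2 fold change -1.17, standard error 0.202, adjusted p = 0.00436) and at -0.55 in TMEM43-WT, where it did not pass the test. Over the synthetase, ribosome biogenesis and mTOR lists fixed beforehand, 32 genes changed in both lines, 22 upwards and 10 downwards. These lists follow pathways that the paper found enriched in the same libraries. Their enrichment and direction are therefore not independent evidence either. From these pathways the paper proposes that a more active mTOR pathway and higher expression of ribosome biogenesis genes contribute to the hypertrophy of these hearts.

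**Figure D4:**
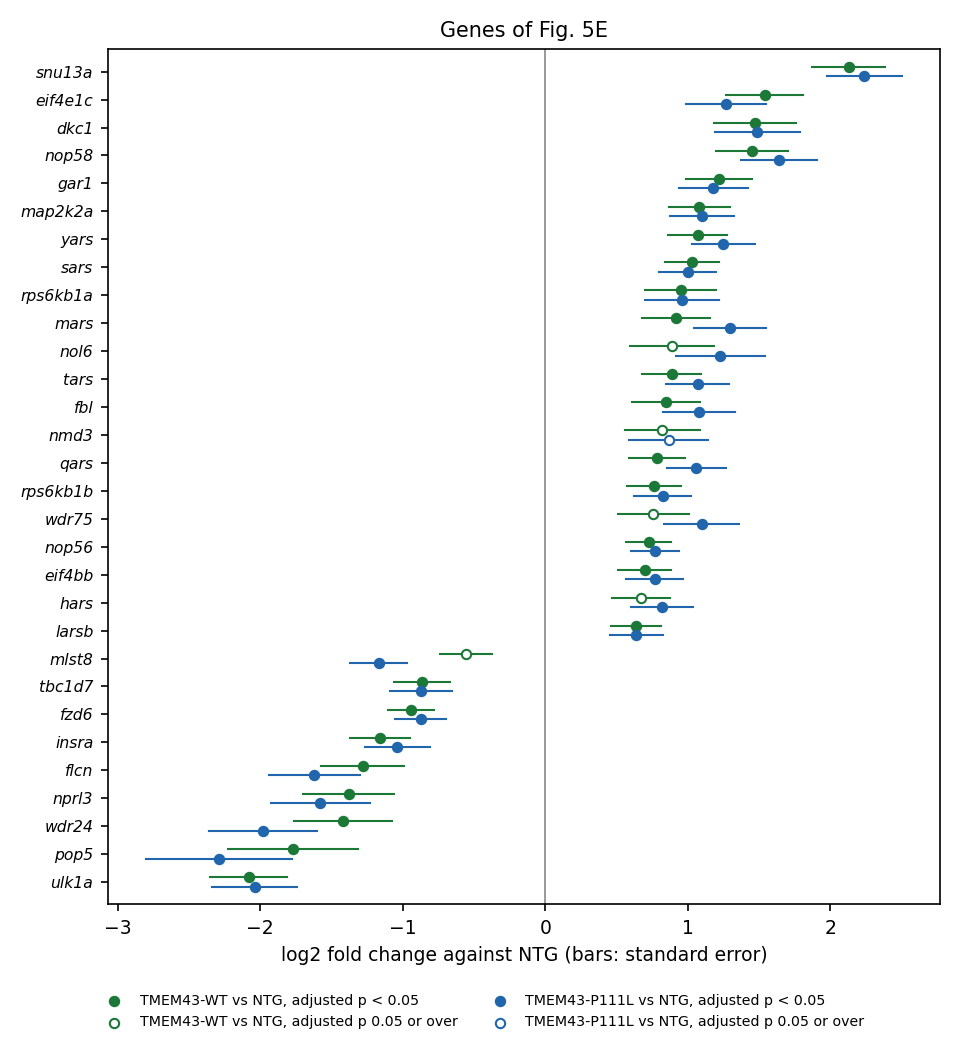
Log2 fold change against NTG (x axis, with standard error) of the 30 genes of Fig. 5E in TMEM43-WT (green) and TMEM43-P111L (blue); filled points pass an adjusted p of 0.05. There are 21 genes right of 0 and 9 left of 0 in both lines.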

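In TMEM43-S358L, 356 genes differed from NTG that did not pass the test in the other lines, 136 upregulated and 220 downregulated. The membrane protein gene tmem150ab (chromosome 5, 55934156 to 55952128) had a log2 fold change of 2.60 (standard error 0.493, adjusted p = 0.00719 from edgeR), against 0.72 in TMEM43-WT and 0.50 in TMEM43-P111L. It also differed in the direct comparisons with TMEM43-WT (adjusted p = 0.0346) and with TMEM43-P111L (adjusted p = 0.0455). The annexin gene anxa6, which encodes a calcium-dependent membrane-binding protein (chromosome 14, 49297877 to 49360686), fell from 422 ± 127 CPM (SD, n = 3) in NTG to 2.3 ± 0.862 (SD, n = 4), a log2 fold change of -7.51 (standard error 1.36, adjusted p = 0.0108). It was 46.9 ± 33.4 CPM (SD, n = 4) in TMEM43-WT and 1.43, 1.53 and 76.4 CPM in the TMEM43-P111L libraries, and neither the test against TMEM43-WT (adjusted p = 0.109) nor that against TMEM43-P111L (adjusted p = 0.286) passed. The cytochrome P450 gene cyp2ad2 was at 55.9 ± 46.6 CPM in TMEM43-S358L against 0.543 ± 0.524 in NTG (log2 fold change 6.68, adjusted p = 0.024), a call that was lost without any 1 of the NTG libraries. The yolk precursor gene vtg4, which holds split reads, had a log2 fold change of -2.53 (adjusted p = 0.0156). The desmosomal cadherin gene dsc2l was higher by a log2 fold change of 0.82 (standard error 0.212, adjusted p = 0.0328), and this call was lost without NTG replicate 3 or 4 and without TMEM43-S358L replicate 2, 3 or 4. Of the 356 genes, 322 had the same sign in TMEM43-WT, 173 had an unadjusted p under 0.05 there and 55 differed between TMEM43-S358L and TMEM43-WT. Their number was 127 without TMEM43-S358L replicate 3 and 162 without NTG replicate 3, and it rose to 544 with age group as a covariate and to 585 with DESeq2.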

To investigate mechanisms altered by the p.S358L variant, the 583 genes exclusively differently expressed in TMEM43-S358L compared to NTG ventricles were analyzed for enriched pathways. 

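Among the genes changed only in TMEM43-S358L, 1 of 50 gene lists was enriched by Fisher's exact test (one-sided, threshold 0.1): UDP-glucuronosyltransferases, which conjugate hormones and foreign compounds with glucuronic acid, with 6 of 27 members against 0.551 expected (adjusted p = 0.000715). Of these 6, ugt5b4 was downregulated (log2 fold change -1.46, adjusted p = 0.0444 from edgeR) and 5 genes of the ugt1b cluster on chromosome 11 were upregulated. Their log2 fold changes were 1.13 for ugt1b1 (30321116 to 30329055; standard error 0.230, adjusted p = 0.0105), 1.00 for ugt1b2, ugt1b3 and ugt1b4 and 0.98 for ugt1b7. The same 5 genes were at 0.746 to 0.782 in TMEM43-P111L (edgeR adjusted p 0.0584 to 0.0965) and at 0.475 to 0.671 in TMEM43-WT (0.107 to 0.207). They thus had positive log2 fold changes in every line and only missed the threshold in TMEM43-P111L and TMEM43-WT. The 5 genes overlap and end at the same position, and hold split reads in all 14 libraries, so that they do not count as independent genes. A neighbour, ugt1b5, passed the test in each line, with 0.79 in TMEM43-WT, 0.75 in TMEM43-P111L and 0.96 in TMEM43-S358L, and the family members ugt5b1 and ugt5b2 were downregulated in TMEM43-P111L (log2 fold changes -1.90 and -2.08). The enrichment was lost (adjusted p = 1) when the ugt1 cluster counted as 1 gene, when age group was a covariate and with DESeq2. Vitellogenin and egg genes had 2 of 13 members in this set against 0.265 expected (adjusted p = 0.466), and genes of mTOR effectors 2 of 36 against 0.735 (adjusted p = 1).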

Interestingly, no significantly enriched KEGG pathways could be detected. Furthermore, the comparison of the 652 DEGs of “TMEM43-WT vs. TMEM43-S358L” also did not reveal any significantly enriched KEGG pathways. This indicates that when these subsets of DEGs were included, there were no obvious dysregulated pathways at the transcriptomic level in the TMEM43-S358L transgenic line.

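Between TMEM43-S358L and TMEM43-WT 282 genes differed, 115 higher and 167 lower in TMEM43-S358L. The inflammatory cytokine gene il1b (chromosome 10, 44956660 to 44963775) was at 0.75 ± 0.21 CPM (SD, n = 4) in TMEM43-S358L and 8.41 ± 2.05 (SD, n = 4) in TMEM43-WT, a log2 fold change of -3.48 (standard error 0.320, adjusted p = 5.96e-05 from edgeR). In NTG it was at 4.4 ± 0.751 CPM (SD, n = 3). The chemokine gene ccl39.6 was higher in TMEM43-S358L (log2 fold change 2.79, standard error 0.303, adjusted p = 0.000149), as were adcy7 (5.05, adjusted p = 0.000139) and ccdc39, which acts in ciliary motility (2.41, adjusted p = 0.00254). Lower in TMEM43-S358L were the kinase gene dmpk (-2.33, adjusted p = 0.0128), the calpain gene capn1b (-2.28, adjusted p = 0.00649) and the liver marker hpda (-5.44, adjusted p = 0.00595). Fisher's exact test (one-sided, threshold 0.1) found 1 enriched list, vitellogenin and egg genes, with 3 of 13 members against 0.21 expected (adjusted p = 0.0531). These were vtg4 (-3.48, standard error 0.534), vtg5 (-4.14, standard error 0.967) and vtg2 (-2.35, standard error 0.559), all lower in TMEM43-S358L. Of 39 macrophage and general leukocyte markers 1 was lower and none higher (2 lower when adjusted over the list alone), with a median log2 fold change of -0.62 (camera adjusted p = 3.99e-07, and adjusted p = 0.992 with an estimated correlation). With age group as a covariate the vitellogenin enrichment was lost (adjusted p = 1), as were the calls of vtg5 and vtg2, and it was lost as well when genes needed at least 1 CPM in 3 libraries (adjusted p = 1). With DESeq2 the lists of neutrophil markers (adjusted p = 0.00418) and of MHC and interferon genes (adjusted p = 0.0281) were enriched too. The count of DEGs was 146 without TMEM43-S358L replicate 2.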

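When all genes of the comparison were taken, 12 of 50 lists passed camera in TMEM43-S358L against NTG, 3 passed fry and 0 passed camera with an estimated correlation. Of the synthetase genes described for the other lines 6 were upregulated in TMEM43-S358L and none was downregulated (10 adjusted over the list alone; camera adjusted p = 1.08e-05, and adjusted p = 0.711 with an estimated correlation), among them mars with a log2 fold change of 1.20 (standard error 0.240, adjusted p = 0.00996 from edgeR). Of the ribosome biogenesis genes 5 were upregulated and 1 downregulated (5 and 0 adjusted over the list alone; camera adjusted p = 0.000634, and adjusted p = 0.900 with an estimated correlation), and the call of this list was lost without NTG replicate 2 (adjusted p = 0.108). Of 29 sterol synthesis genes 5 were upregulated, and 5 when adjusted over the list alone (camera adjusted p = 0.000634, and adjusted p = 0.689 with an estimated correlation). These include srebf2, the master regulator of sterol synthesis (log2 fold change 1.57, standard error 0.218, adjusted p = 0.000877), and the LDL receptor gene ldlrb (1.91, adjusted p = 0.0129). Of 42 ER chaperone and unfolded protein response genes 4 were upregulated and 1 downregulated (6 and 1 adjusted over the list alone; camera adjusted p = 0.0378, and adjusted p = 0.797 with an estimated correlation). The ER stress-induced factor manf had a log2 fold change of 1.34 (standard error 0.261, adjusted p = 0.00826) and the chaperone gene dnajb11 1.02 (standard error 0.200, adjusted p = 0.00829). Of 75 nuclear pore and transport genes 7 were upregulated (17 adjusted over the list alone; camera adjusted p = 1.29e-07, and adjusted p = 0.689 with an estimated correlation), with the pore scaffold gene nup93 at 1.05. Only 1 of 30 desmosome and intercalated disc genes was upregulated, while 25 had a positive log2 fold change (camera adjusted p = 0.0322, and adjusted p = 0.797 with an estimated correlation). Most of these genes also passed in another line: srebf2 had log2 fold changes of 1.12 in TMEM43-WT and 1.11 in TMEM43-P111L, and manf 0.90 and 1.14.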

### 2.7. Altered Ultrastructure of Ventricular Tissue in Adult TMEM43 Expressing Transgenic Zebrafish

To gain more insights at ultrastructural level, we performed transmission electron microscopy (TEM) on dissected ventricles of zebrafish at 5 months post-fertilization (mpf). We observed no significant differences between the genotypes in nuclear size and shape (Figure 6A–C). However, mitochondrial morphology was different, with reduced mitochondrial area in both TMEM43 variant transgenic lines compared to the TMEM43-WT and NTG (Figure 6D), and significantly altered mitochondrial circularity in TMEM43-WT and TMEM43-S358L ventricles compared to NTG (Figure 6E). 

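Changed against NTG in TMEM43-P111L and TMEM43-S358L, without passing the test in TMEM43-WT, were 166 genes: 46 upregulated, 117 downregulated and 3 with opposite signs. The glycolytic enzyme gene gpib had log2 fold changes of -2.05 (standard error 0.404, adjusted p = 0.00949 from edgeR) in TMEM43-P111L and -2.44 (standard error 0.370, adjusted p = 0.0022) in TMEM43-S358L. In TMEM43-WT it was at -0.90 (adjusted p = 0.132), and TMEM43-S358L differed from TMEM43-WT (adjusted p = 0.035) while TMEM43-P111L did not (adjusted p = 0.228). The gluconeogenesis gene fbp1a had -1.15 and -1.54 (-0.74 and -1.13 without NTG replicate 3) and the enolase gene eno1b -1.64 and -1.42. The ring finger protein gene rnf207a had -4.35 (standard error 0.821, adjusted p = 0.00949) and -4.64 (standard error 0.743, adjusted p = 0.0044), with -2.13 (adjusted p = 0.0652) in TMEM43-WT; without NTG replicate 3, which alone reached 75.2 CPM, the first 2 were -3.33 and -3.61. The cytokine gene il1b moved in opposite directions, with 1.53 (adjusted p = 0.0126) in TMEM43-P111L and -2.55 (adjusted p = 0.000513) in TMEM43-S358L. None of 50 gene lists was enriched in this set (Fisher's exact test, one-sided, threshold 0.1): glycolysis and pentose phosphate genes had 3 of 46 members against 0.438 expected (adjusted p = 0.159) and cytochrome P450 and other xenobiotic enzymes 2 of 43 against 0.409 (adjusted p = 0.631). In 3 alternatives 1 list passed: UDP-glucuronosyltransferases with DESeq2 (6 of 37, adjusted p = 0.000176), sarcomere genes with age group as a covariate (adjusted p = 0.0743) and glycolysis genes when genes needed at least 1 CPM in 3 libraries (adjusted p = 0.0578). Of the 166 genes, 151 had the same sign in TMEM43-WT, 107 had an unadjusted p under 0.05 there and 10 differed from TMEM43-WT in both lines. The set held 54 genes without TMEM43-P111L replicate 4 and 265 without TMEM43-WT replicate 1.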

Analysis of the 314 DEGs shared exclusively by “NTG vs. TMEM43-P111L” and “NTG vs. TMEM43-S358L”, identified 19 significantly enriched KEGG pathways (FDR < 0.1) pertaining to metabolic pathways (Figure 6F). 

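The 33 genes of Fig. 6G act in carbohydrate, amino acid, lipid and drug metabolism, and the study chose them from these libraries, so that their direction is not independent evidence. In both lines 12 had positive and 21 negative log2 fold changes. In TMEM43-P111L 4 were upregulated, 14 downregulated and 15 did not pass the test (highest adjusted p 0.138 from edgeR), and in TMEM43-S358L 11 were upregulated, 12 downregulated and 10 did not pass (highest adjusted p 0.075). All 33 passed in both lines when adjusted over the list alone. Downregulated genes included comtb, which encodes a catechol O-methyltransferase (log2 fold changes -2.50 in TMEM43-P111L and -2.47 in TMEM43-S358L), the methyltransferase gene smyd1a (-2.95 and -2.43) and the regucalcin gene rgn (-1.33 and -1.33). The cytochrome c oxidase subunit gene cox4i2 had -1.55 (standard error 0.392, adjusted p = 0.0274) and -1.80 (standard error 0.359, adjusted p = 0.0105). Upregulated in both were namptb, the gene of the NAD salvage enzyme (1.84 and 1.90), psat1 of serine synthesis (1.05 and 1.08) and stt3b, an oligosaccharyltransferase subunit (0.98 and 0.92). Of the upregulated genes in TMEM43-S358L, 5 are the ugt1b genes that share reads.

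**Figure D5:**
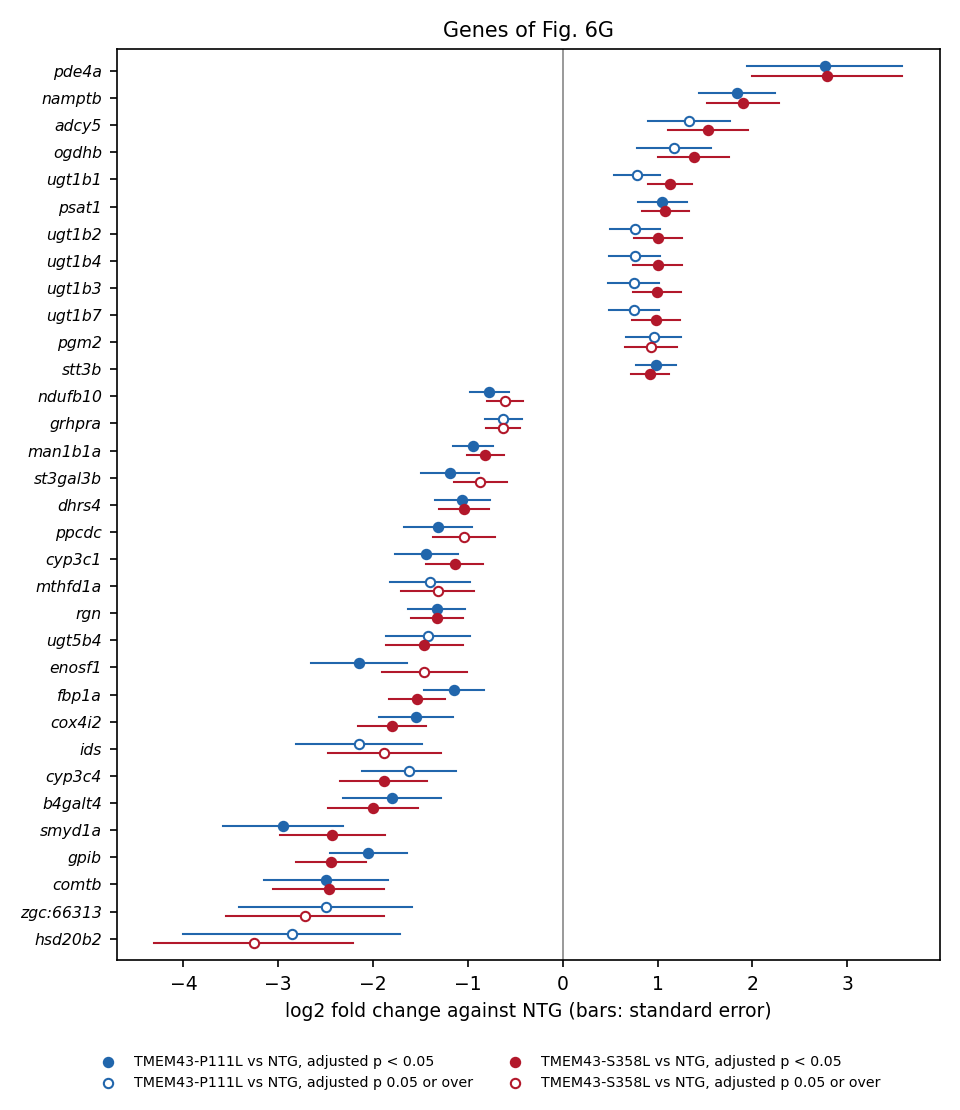
Log2 fold change against NTG (x axis, with standard error) of the 33 genes of Fig. 6G in TMEM43-P111L (blue) and TMEM43-S358L (red); filled points pass an adjusted p of 0.05. There are 12 genes right of 0 and 21 left of 0 in both lines.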

Hierarchical clustering of the DEGs involved in these metabolic pathways revealed mainly downregulated genes in TMEM43-P111L and TMEM43-S358L (Figure 6G). Thus, we assume that the differences in mitochondrial morphology might provoke the observed alterations of metabolic genes in the TMEM43 variant lines. 

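The median log2 fold changes of nuclear genes for oxidative phosphorylation and of fatty acid oxidation genes lay below 0 in all 3 lines, and few genes passed the test on their own. Of 82 oxidative phosphorylation genes 2 were downregulated in TMEM43-P111L, 1 in TMEM43-S358L and none in TMEM43-WT, while none was upregulated (0, 1 and 0 downregulated when adjusted over the list alone). None of the 82 had a positive log2 fold change in TMEM43-P111L, 4 did in TMEM43-S358L and 4 in TMEM43-WT, with list medians of -0.36, -0.18 and -0.23. Camera gave adjusted p = 1.35e-07, adjusted p = 0.00182 and adjusted p = 0.000182 for these (adjusted p = 0.947, adjusted p = 0.900 and adjusted p = 0.970 with an estimated correlation). The complex I subunit gene ndufb10 had a log2 fold change of -0.77 (standard error 0.203, adjusted p = 0.0307 from edgeR) in TMEM43-P111L and -0.61 (standard error 0.188, adjusted p = 0.0643) in TMEM43-S358L. Of 33 fatty acid oxidation genes 3 were downregulated and 1 upregulated in TMEM43-P111L (4 and 1 adjusted over the list alone), 1 was downregulated in TMEM43-S358L (1 over the list alone) and 3 in TMEM43-WT (3 over the list alone). Their medians were -0.41, -0.33 and -0.30 (camera adjusted p = 0.00113, adjusted p = 0.0378 and adjusted p = 0.00975, and adjusted p = 0.947, adjusted p = 0.900 and adjusted p = 0.970 with an estimated correlation). The fatty acid transporter gene cd36 fell in each line, with log2 fold changes of -3.02 in TMEM43-P111L, -2.93 in TMEM43-S358L and -3.03 in TMEM43-WT, and pdk2a, a kinase that inhibits pyruvate oxidation, had -3.29, -1.45 and -2.02, of which that in TMEM43-S358L did not pass (adjusted p = 0.0553); without NTG replicate 2 the last 2 were -0.77 and -1.34 and the call in TMEM43-WT was lost (adjusted p = 0.0591). Of 42 genes of mitochondrial dynamics and biogenesis 1 was upregulated and 1 downregulated in TMEM43-P111L and 2 were downregulated in TMEM43-S358L (the same numbers when adjusted over the list alone), and camera did not call the list (adjusted p = 0.863 and adjusted p = 0.566). Of 43 cytochrome P450 and other xenobiotic enzymes 9 were downregulated in TMEM43-P111L (11 adjusted over the list alone; camera adjusted p = 0.0062, and adjusted p = 0.477 with an estimated correlation) and 7 in TMEM43-S358L, where 1 was upregulated (camera adjusted p = 0.187).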

Longitudinal sections through sarcomeres revealed preserved sarcomeric organization in all zebrafish lines, with clearly defined M-lines and Z-discs and parallel aligned myofibrils (Figure 6H). Nonetheless, measurement of Z-line distance revealed reduced sarcomere length in all transgenic lines compared to the NTG control (Figure 6I). As TMEM43 has previously been reported to localize at the intercalated discs [29], we had a closer look at the desmosomes (Figure 6J). However, we could not detect any alterations of overall desmosome width by quantifying the distance between the plasma membranes (Figure 6K).

### 2.8. Generation of CRISPR/Cas9-Induced tmem43 Knock-Out Zebrafish Lines

We next attempted to investigate the role of Tmem43 for cardiac morphology using genetic loss of function via CRISPR/Cas9. We designed single-guide RNAs (sgRNAs) according to previously published guidelines [40] using ZiFit Targeter (http://zifit.partners.org/ZiFiT/ChoiceMenu.aspx (accessed on 27 July 2017)) [41,42]. A sequence at the beginning of exon 2 of tmem43 (genome assembly Zv9: ENSDARE00000787164) was targeted. The efficiency of the sgRNA was assessed, and F0 siblings were raised to adulthood and outcrossed to WT fish. To check successful introduction and germline transmission of indels, gDNA of the F1 progeny was sequenced. Three different alleles were recovered that are predicted to shift the reading frame and lead to a truncated protein, tmem43^wue4^, tmem43^wue5^, and tmem43^wue6^ (Supplementary Figure S8A–C). Endogenous tmem43 transcripts were reduced 70% in skeletal muscle tissue of homozygous mutants (tmem43^wue4/wue4^), indicating that most of the tmem43 mRNA is degraded by NMD (Supplementary Figure S8D).

### 2.9. Homozygous tmem43 Mutants Develop a Late-Onset Cardiac Phenotype

Homozygous tmem43 mutants from all lines were viable through adulthood and fertile. We then proceeded to analyze tmem43 mutant embryos at 3 dpf for cardiac parameters. As all three tmem43 CRISPR alleles are predicted to cause loss of function of Tmem43 we generated compound heterozygous knock-out animals. Embryos of tmem43^wue5^/tmem43^wue6^ were morphologically and functionally normal, indicated by normal cardiac phenotypes and unchanged FS values (Figure 7A–C). However, homozygous adult tme43^wue4/wue4^ zebrafish developed enlarged hearts, as indicated by significantly increased VA/BL (tmem43^wue4/wue4^: 0.01976 ± 0.00096 µm^2^, tmem43^wue4/+^: 0.01536 ± 0.00086 µm^2^, *p* = 0.0121; WT: 0.01605 ± 0.00099 µm^2^, *p* = 0.0442; Figure 7D(a–c) and Figure 7E). Although, H&E and MTC staining on myocardial sections revealed normal muscle structure (Figure 7D(d–i)). In addition, there were no changes in body length among the different genotypes (Figure 7F). In summary these data indicate that reduction in Tmem43 function in zebrafish mutants leads to late-onset cardiac enlargement.

## 3. Discussion

In human patients, mutations in the nuclear envelope protein TMEM43 are responsible for severe diseases, including ACM type 5, a devastating cardiomyopathy that causes malignant arrhythmias and heart failure [18,26,27]. Despite efforts in recent in vivo studies using transgenic, knock-in, or knock-out rodent models, the pathogenic mechanisms of TMEM43-associated ACM remain still poorly understood [22,30,31,32,33,34]. In this study, we generated the first transgenic zebrafish model expressing two different potential pathogenic variants found in human patients under a heart-specific promoter and generated genetic mutants of *tmem43* in zebrafish. We subsequently characterized the zebrafish lines from early embryonic stages to adulthood. Overexpression of TMEM43-WT and TMEM43-p.P111L in CMs promotes hypertrophic cardiac growth without affecting cellular structure and function. In contrast, the TMEM43-S358L transgenic line shows altered expression and localization of TMEM43 in embryonic and adult hearts suggesting an unstable and delocalized protein. This was further supported by in silico analysis of TMEM43-p.S358L protein structure, indicating structural instability and a deleterious effect [30]. Moreover, we found that TMEM43 variants could impair cardiac development and lead to differences in myocardial gene expression. Interestingly, homozygous *tmem43* mutant zebrafish exhibit normal heart morphology and contractility at early developmental stages, however, they develop late-onset enlarged hearts comparable to the overexpression models. These results indicate that aberrant TMEM43 contributes to the development of structural and functional cardiac defects through structural remodeling and transcriptomic alterations within the myocardium. 

By phylogenetic analysis, we first confirmed the presence of a single, corresponding *tmem43* ortholog in the zebrafish genome and, subsequently, analyzed its spatial and temporal expression pattern performing WISH and RT-PCR (Supplementary Figure S2 and S3). Protein sequence alignment of TMEM43 reveals an overall high conservation among investigated vertebrate species. Remarkably, amino acid position p.S358 is situated in TMD3 and is conserved in all investigated species, thereby suggesting the importance of this residue for TMEM43 function (Supplementary Figure S1). In contrast, the p.P111 position is not conserved in all investigated species, and alters in all non-mammalian species. The *tmem43* gene is expressed diffusely during embryonic development in the anterior region of the zebrafish, including the brain/head, the heart, and the otic vesicle. In addition, *tmem43* is transcribed ubiquitously in a broad range of adult zebrafish tissues similar to the expression pattern found in human organs. Of note, contrary to previous findings in humans, *tmem43* expression can be detected in zebrafish skeletal muscle [28]. Thus, the structural and transcriptional conservation of *tmem43* offers the possibility to use the zebrafish as a disease model system to gain further insights into the functional role of Tmem43 in the heart.

In addition to the TMEM43-p.S358L variant, which has been unequivocally confirmed causal for ACM, several missense variants at position p.P111 (p.P111A, p.P111Q, p.P111L) have also been linked to cardiac phenotypes (ClinVar database, April/2022) [24], but their relevance for human diseases remains uncertain. Those variants are mostly predicted to be tolerated with no clear prediction of pathogenicity by the different programs (Supplementary Table S1). The predicted neutral effects of the substituents are further demonstrated by computer simulations of TMEM43 protein structure (Figure 1). When replacing p.P111 with either A, Q, or L, no significant changes in protein structure were predicted. In contrast, at the interface between TMD3 and TMD4, the expanded side chain volume of p.S358L results in a steric conflict with the opposite residue p.I387 provoking a conformational change of TMEM43. Previous studies reported that pathogenic mutations in multi-spanning TMD proteins result in a compromised membrane topology and are accompanied by alterations in energetics of binding and folding of the TMD α-helices [43,44]. Moreover, it has been shown that already slight changes in energetics may affect the conformational stability [44]. Although, the substitution of serine to leucine might have only a minor effect on energetics, it might be sufficient to impair correct membrane topology of TMEM43, resulting in a disturbed ability to interact with other nuclear envelope or LINC complex proteins [22]. Furthermore, distorted TMEM43 appears to be destabilized, which is illustrated by the partial redistribution of TMEM43-p.S358L to the cytoplasm (Figure 2D,E). This agrees with findings in a transgenic mouse model, showing partially mislocalized TMEM43 in the cytoplasm of TMEM43-p.S358L overexpressing mice [30].

We assessed the effect of mutated human *TMEM43* on cardiac phenotype and ventricular contractility at 3 dpf. Embryos of both TMEM43 transgenic variants displayed an increased proportion of developmental defects, such as incorrect looping and pericardial edema, suggesting a pivotal role of TMEM43 for proper cardiogenesis (Figure 3A,B). The importance of nuclear membrane proteins for cardiac development has recently been reported in mice, as deletion of LEMD2 caused reduced expression of developmental genes and increased CM death, subsequently leading to an underdeveloped fetal heart [45,46]. Nevertheless, the morphological defects in the *TMEM43* expressing zebrafish were relatively mild, so that survival was not significantly affected. Interestingly, opposite to previous results, we measured increased ventricular systolic function in the TMEM43-S358L variant (Figure 3D) [30,34]. Cardiac hypercontractility may be caused by altered Ca^2+^ handling and/or disturbed sarcomeric mechanical properties [47,48,49]. The increased ventricular contractility in the TMEM43-S358L embryos might be a compensatory mechanism to preserve cardiac output. However, further experiments are necessary to confirm the observed alterations and to explore the underlying mechanism, for example by calcium or contractile force measurements at single-cell level.

We observed that cardiac-restricted overexpression of TMEM43-WT and TMEM43-p.P111L results in hypertrophic embryonic ventricles without compromising heart function or tissue structure, and this persists into adulthood (Figure 4C and Figure 5A–C). Furthermore, we determined that organ hypertrophy was mediated by enlarged CM size, but not by elevated proliferative capacity (Figure 4). Overexpression of a WT gene product can cause a defective phenotype, such as overgrowth of an organ by hyperplasia or hypertrophy [50,51,52]. We hypothesize that hyperactivation of the mTOR pathway and increased expression of genes involved in ribosome biogenesis, as revealed by transcriptomic analyses, contribute to the hypertrophic phenotype in the transgenic zebrafish (Figure 5D,E) [39]. Since this was not detected in the transgenic TMEM43 mouse model, it remains elusive whether the differences between mice and zebrafish result from the different onset of transgene expression at varying time points (the *myl7* (previously named *cmcl2*) promoter is active from 13-somite stage (14 hpf) onwards, whereas the murine alpha myosin heavy chain 6 (*αMHC6*) promoter becomes active in a late stage of cardiac development), or from other intrinsic mechanisms that differ between murine and zebrafish CMs [53,54].

The most common clinical manifestation of ACM is ventricular arrhythmia that include ventricular tachycardia or fibrillation and, in the worst case, result in cardiac arrest [3,55,56]. Although electrical conduction defects are related to remodeling of the intercalated disc structure, and/or alterations in Ca^2+^ homeostasis in early disease stage, a major driver of arrhythmias in the advanced end-stage is the fibro-fatty replacement of CMs within the myocardium [57,58,59,60]. Consistent with other genetic zebrafish lines modeling cardiomyopathies, we could not detect adipocytes or fibrotic tissue in the ventricles of adult zebrafish, which could be one reason for the absence of electrophysiological changes (Figure 5A and Supplementary Figure S6) [61,62]. Another reason may be the lack of environmental factors that are supposed to contribute to the disease progression. Cardiac mechanical stress induced by training is an important factor that increases the risk of arrhythmias and heart failure in humans with ACM [63,64,65]. Thus, long-term physical exercise could deteriorate the cardiac phenotype in the transgenic zebrafish, and this remains to be tested in future studies.

Ultrastructural analysis of adult ventricular myocardial tissue indicates that changes in *TMEM43* expression in zebrafish are associated with ultrastructural alterations, such as altered sarcomere structure and mitochondrial morphology (Figure 6). However, despite the fact that TMEM43 is a nuclear envelope protein and is important for the maintenance of nuclear membrane structure and morphology, overexpression of TMEM43 variants apparently does not affect nuclear integrity in adult CMs. Beyond energy production, mitochondria provide important components for fatty acid and cholesterol synthesis, glucose and heme synthesis, and nucleotide and amino acid synthesis [66]. Perturbations in mitochondrial morphology have been associated with metabolic diseases, but also with dilated cardiomyopathy and heart failure [67,68,69]. Ultrastructural analysis revealed significantly reduced mitochondria size in both transgenic lines expressing TMEM43 variants, as well as altered shape in TMEM43-S358L compared to the NTG control, which may indicate metabolic changes. These findings are in accordance with the transcriptomic data, demonstrating that metabolic pathways are significantly enriched in both TMEM43 variant expressing lines and that the corresponding DEGs were mainly down-regulated (Figure 6F,G).

Interestingly, no significantly enriched KEGG pathways were found when comparing the DEGs of TMEM43-S358L with those of TMEM43-WT or NTG, suggesting that gene expression patterns do not differ essentially between those genotypes. We suspect that the low transcript amount of TMEM43-p.S358L accounts for the only minor differences in the cardiac phenotype and, subsequently, in the transcriptomes in this line. We cannot distinguish whether the protein level is low because the defective mRNA is degraded by NMD or whether fewer copies of the transgene were integrated into the zebrafish genome when the line was established.

Homozygous loss of function of Tmem43 in zebrafish has no effect on cardiac development or function in embryos, but leads to a late-onset heart enlargement (Figure 7). These findings agree with a previous study, reporting that heterozygous deletion of *Tmem43* under control of the *Myh6* promoter result in a late-onset senescence associated cardiac phenotype in mice [32]. In contrast, global *Tmem43* null mice displayed no overt cardiac dysfunction or morphological defects at baseline conditions or in response to pressure overload, indicating that TMEM43 is dispensable for murine cardiac development [31]. These differences indicate an ambiguous role of TMEM43 in murine cardiac development and function. Effects induced by the loss of *tmem43* might be masked by compensatory regulation of other nuclear envelope factors. Characterization of our zebrafish model, including analysis on molecular level, will help shed light on the role of *tmem43*.

The phenotype in the TMEM43-p.S358L overexpressing zebrafish line was milder compared to the phenotype described in the transgenic mice, as reflected by the absence of myocardial fibrosis and electrical defects in adult zebrafish [30]. This discrepancy might be explained by a different expression level of TMEM43-p.S358L and by intrinsic differences between the model species. Although we were not able to fully recapitulate the human ACM-phenotype with the present study, we demonstrate that tissue-specific overexpression of TMEM43-p.S358L and TMEM43-p.P111L cause ultrastructural and transcriptional changes in zebrafish hearts. These data provide further evidence for the essential role of *TMEM43* as disease gene for ACM. Nevertheless, it remains difficult to classify the TMEM43-p.P111L variant as pathogenic or benign, as the results presented here do not allow any clear conclusions to be drawn. However, our data suggest an influence of TMEM43-p.P111L on cardiac development, but this might be a zebrafish specific effect. In conclusion, during embryonic development we propose that overexpression of TMEM43 variants affects embryonic heart development, whereas the general reduction in Tmem43 function in CRISPR mutants is apparently well tolerated in zebrafish larvae. In adult fish, loss and gain of function of *tmem43*/*TMEM43* appear to have an effect on heart size, although the detailed reasons require further investigation.

## 4. Materials and Methods

### 4.1. Zebrafish Husbandry

Zebrafish (*Danio rerio*) are maintained, raised, and staged as previously described [1,2] in the aquatic facilities of the CHFC of the University Hospital Würzburg, Germany according to the Federation of European Laboratory Animal Science Associations guidelines. Adult zebrafish are kept at a constant temperature of 28 °C in 3.5 L plastic tanks (ZebTEC, Techniplast Deutschland, Hohenpeißenberg, Germany) with a daily cycle of 14 h light/10 h dark. Reverse osmosis water with an adjusted conductivity of 300–500 µS/cm and a pH of 7.5 is used. Animals are fed twice daily with *Artemia nauplii* and/or GEMMA Micro Food (size depends on the age; Skretting, Tooele, UT, USA). Embryos younger than 5 dpf are kept in E3 medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_ and 0.33 mM MgSO_4_) in an incubator at a temperature of 28 °C. All experimental procedures were carried out in accordance with the guidelines of the German animal welfare law and were approved by the local government of Lower Franconia (Tierschutzgesetz §8, Abs. 1; approval number.: 55.2.2-2532-2-355, 55.2.2-2532-2-602). In all studies the zebrafish strain Tüpfel long fin (ZDB-GENO-990623-2) was used. Phenylthiourea (PTU; Sigma-Aldrich, St. Louis, MO, USA) was added to E3 raising medium (0.003% *v*/*v*) starting from stage 24 hpf on to inhibit pigmentation for in vivo imaging, confocal analysis and in situ hybridization.

### 4.2. Generation of Transgenic Lines

To generate transgenic zebrafish lines with cardiac-specific overexpression of *TMEM43*, Gateway technology (Invitrogen, Waltham, MA, USA) according to Kwan et al. [70] was applied by cloning eGFP-C2-*TMEM43* fragments with either one of the two variants of interest (c.1073C>T, p.S358L; c.332C>T, p.P111L) and the eGFP-C2-*TMEM43* wild-type fragment downstream to the zebrafish *myl7* promoter into the Tol2kit expression system, which was kindly provided by Prof. Koichi Kawakami. For in vitro synthesis of capped transposase mRNA, pCS2FA-transposase plasmid (Addgene #133032) [71] was linearized with *Not*I (Thermo Fisher Scientific, Waltham, MA, USA) and transcribed using the mMESSAGE mMACHINE SP6 Transcription Kit (Invitrogen, USA). eGFP-C2-*TMEM43* Tol2 expression constructs together with *tol2* transposase mRNA were co-injected into zebrafish embryos to generate transgenic founder (F0) lines. Progeny from transgenic F2 in-cross mating were used for all analyses within this manuscript. The generated transgenic lines TMEM43-WT (ca47Tg; ZFIN ID: ZDB-ALT-220722-2), TMEM43-P111L (ca46Tg; ZFIN ID: ZDB-ALT-220725-1), and TMEM43-S358L (ca44Tg; ZFIN ID: ZDB-ALT-220725-2) were submitted to ZFIN.org.

### 4.3. Generation of tmem43 CRISPR Lines

sgRNAs were designed and generated as described previously [40]. Briefly, the ZiFit Targeter website (http://zifit.partners.org/ZiFiT/ChoiceMenu.aspx (accessed on 27 July 2017)) [41,42] was used to identify a suitable target site within *tmem43* (genome assembly Zv9: ENSDARE00000787164) meeting the following criteria: 5′-GG-(N)_18_-NGG-3′. sgRNA target site (GGCCGCCGGGCTTTCTGGAG) is located in exon 2 of *tmem43.*

The phosphorylated single-stranded oligonucleotides 5′-TAGGCCGCCGGGCTTTCTGGAG-3′ and 5′-AAACCTCCAGAAAGCCCGGCGG-3′ were annealed and subsequently cloned into the linearized DR274 (Addgene #42250) plasmid. sgRNAs were synthesized by linearization of the plasmid with *Dra*I (Thermo Fisher Scientific) and using the plasmid as template for the MAXIscript T7 Transcription Kit (Invitrogen). In vitro synthesis of capped *Cas9* mRNA was carried out by linearizing plasmid pCS-nCas9n (Addgene #47929) [72] with endonuclease enzyme *Not*I (Thermo Fisher Scientific) and using the linearized plasmid as template for the mMESSAGE mMACHINE SP6 Transcription Kit (Invitrogen). After linearization, plasmids were purified using the Qiaquick PCR Purification Kit (Qiagen, Hilden, Germany). The synthesized mRNAs were finally purified by phenol/chloroform extraction. The generated *tmem43^wue4/wue4^* (ZFIN ID: ZDB-ALT-220726-2), *tmem43^wue5/wue5^* (ZFIN ID: ZDB-ALT-220726-3) and *tmem43^wue6/wue6^* (ZFIN ID: ZDB-ALT-220726-4) lines were submitted to ZFIN.org.

### 4.4. Microinjection into Zebrafish Embryos

Zebrafish embryos were microinjected at one-cell stage using the FemtoJet 4i (Eppendorf, Hamburg, Germany) microinjector together with Femtotip II (Eppendorf, Germany) microcapillaries. The composition of the injection mixture depended on the experimental approach. In case of generating transgenic TMEM43 zebrafish lines, the injection mixture consisted of 25 ng/µL *tol2* transposase mRNA, 25 ng/µL Tol2 expression construct, 0.05% Phenol Red (pH 7.0; Carl-Roth, Karlsruhe, Germany) and 1 mg/µL FITC Dextran (Sigma-Aldrich). At 3 dpf, injected embryos were inspected under fluorescence stereomicroscope and screened for *GFP*-positive cells in the heart. In case of generating *tmem43* mutant lines, the injection mixture consisted of 100 ng/µl *Cas9* mRNA, 25 ng/µL *tmem43* exon2 sgRNA, 0.05% Phenol Red and 1 mg/µL FITC Dextran. At 24 hpf, injected embryos were analyzed under stereomicroscope for proper development and only healthy embryos were screened for target site mutations. DNA was extracted from 10 single embryos and sequenced for identification of CRISPR/Cas9 induced indel mutations.

### 4.5. Whole-Mount In Situ Hybridization

Riboprobe synthesis and whole-mount in situ hybridization (WISH) was performed following standard procedures as previously described [73]. Briefly, RNA probes for *tmem43* were generated as follows: a transcript fragment of *tmem43* (BC154204.1) was amplified by polymerase chain reaction (PCR) using zebrafish cDNA as template. Used primers tmem43-WISH_for: 5′-CGGAAGTGGAGTTAGCGTTAGTG-3′ and tmem43-WISH_rev: 5′-GCATGCACAGACACACTGTAG-3′, with an amplicon size of 357 bp. Quality and size of the PCR amplicon was checked by agarose gel electrophoresis. After purification using the Qiaquick PCR Purification Kit (Qiagen), the PCR product was cloned into pCRII vector (TA Cloning Dual Promoter Kit, Invitrogen) and verified by Sanger sequencing. In vitro transcription of the riboprobes was performed by linearizing the plasmid with appropriate restriction enzyme and transcribing with DIG-labeling mix and appropriate RNA polymerase. For *tmem43* antisense (working) probe, linearization was completed with *Not*I (New England Biolabs, Ipswich, MA, USA) and transcription with SP6 RNA polymerase (Roche Diagnostics, Rotkreuz, Switzerland). For *tmem43* sense (negative control) probe, linearization was performed with *Bam*HI (New England Biolabs, USA) and transcription with T7 RNA polymerase (Roche Diagnostics). WISH was performed on zebrafish embryos previously fixed at the desired developmental stage (24 hpf, 2 dpf, 3 dpf) with 4% paraformaldehyde (PFA) in PBS and stored in 100% methanol at −20 °C and were performed in triplicates with processing at least 10 embryos per condition in a single tube. 

### 4.6. In Vivo Imaging and Analysis

Video recording was conducted using a Leica Stereomicroscope M205 FA equipped with a DFC9000 GTC CCD camera (Leica Microsystems, Wetzlar, Germany) with 160-fold magnification at 250 frames per sec. Zebrafish embryos 3 dpf were anesthetized in 160 mg/L MS222 (Sigma-Aldrich) in E3 medium and placed horizontally in a small Petri dish filled with E3 medium to obtain lateral view. The left eye was facing downward for optimal imaging of the ventricle.

The GFP-positive transgenic embryos were visually phenotyped based on the recorded videos and the number of cardiac-specific defects was determined. The defects were classified as follows: looping defects, pericardial edemas, arrhythmias, altered ventricular shape, strong ventricular contractions, heterogeneous ventricular contractions, and altered atrial shape. 

Images of end-diastole and end-systole of three contractile cycles were analyzed with ImageJ/Fiji (https://fiji.sc/ (accessed on 14 March 2017)). To determine end-diastolic ventricular area and end-systolic ventricular area the perimeter of the ventricle was outlined. Length of the short axis (width) was measured between the myocardial borders of the ventricle to calculate FS as follows: %FS = [(width at diastole − width at systole)/(width at diastole)]. For %FS only embryos with proper looped hearts were analyzed.

### 4.7. Surface ECG Recording and Analysis

Adult zebrafish were anesthetized with MS222 in fish tank water (final concentration ~150 mg/L) and placed dorsal side down on a special pedestal with a small cavity. Before two electrodes were placed, conductive gel was applied. Non-invasive surface ECG recordings were performed using the ZS-200 zebrafish ECG recording system from iWorx (iWorx Systems, Dover, NH, USA) consisting of the IX-100F recorder, the A-ZEC-200 recording chamber and Ag/AgCl electrodes, and analyzed using the accompanying LabScribe v3 (iWorx Systems) analysis software. ECG signals were recorded for up to 4 minutes before the zebrafish were transferred to fresh fish tank water for recovery. Raw digitized signals were filtered to remove noise by applying a Barlett window-based FIR filter (low cut-off filter: 20 Hz; high cut-off filter: 500 Hz) and smoothed using the moving average. Poincaré plots were generated to demonstrate beat-to-beat variation by measuring RR intervals of 20 consecutive heartbeats at two different timepoints of the ECG trace. Heart rate was determined by counting heartbeat for 10 s. at four different time points, calculating the mean value and multiplying this number by six.

### 4.8. Immunofluorescence Staining 

For whole-mount immunofluorescence staining, PFA and methanol fixed embryos were rehydrated in a descending methanol series (75%, 50%, 25%, PBS; 5 min each, with two changes in PBS), permeabilized with 10 µg/ml proteinase K (Invitrogen) for 10 min at 65 °C and post-fixed in 4% PFA for 30 min at room temperature. After washing with PBS/Tween 20 and blocking (5% goat serum, 1% BSA, 0.5% Triton-X100 in PBS) for at least 2 h, embryos were incubated with primary antibody solutions, including S46 (1:10; Developmental Studies Hybridoma Bank, Iowa City, IA, USA), GFP (1:200; Santa Cruz Biotechnology, USA), and PCNA (1:400; Genetex, Irvine, CA, USA) at 4 °C overnight. The next day, embryos were washed with PBS/Triton-X100 and incubated with secondary antibody solutions goat anti-rabbit Alexa Fluor 488 (1:500; Invitrogen) and goat anti-mouse Alexa Fluor 594 (1:500; Invitrogen) at 4 °C overnight. Cell nuclei were counterstained with DAPI (Carl-Roth) and specimen were mounted in 1.2% low-melting agarose (Carl-Roth). For immunostaining with Alcam (1:100; Developmental Studies Hybridoma Bank), blocking was performed with 10% goat serum, 0.1% Tween 20 and 1% DMSO in PBS.

Immunofluorescence staining with pHH3 antibody on dissected embryonic hearts was carried out as previously described with minor modifications [74]. Briefly, embryos at the desired stage were euthanized by immersion in 300 mg/L MS222, hearts were dissected using two insulin syringes and transferred to slides with concave cavities. Hearts were fixed in 4% PFA for 20 min at room temperature, washed with PBS/Tween 20, and blocked with 10% goat serum in PBS/Tween 20 for 1 h at room temperature. Embryonic hearts were then incubated with primary antibody solutions pHH3 (1:400; Cell Signaling Technology, Danvers, MA, USA) and MF20 (1:10; Developmental Studies Hybridoma Bank) for 1 h at room temperature. After several washes with PBS/Tween 20, samples were incubated with secondary antibody solutions goat anti-rabbit Alexa Fluor 594 (1:500; Invitrogen) and goat anti-mouse Alexa Fluor 488 (1:500; Invitrogen). Cell nuclei were counterstained with DAPI and specimen were mounted in Mowiol (Sigma-Aldrich).

Immunofluorescence staining of adult dissected hearts was performed on 5 µm paraffin sections. Antigen retrieval was carried out by boiling the sections in sodium citrate buffer (10 mM Tri-sodium citrate dihydrate; pH 9.0) for 10 min. After washing with PBS, the sections were incubated with 0.3% H_2_O_2_ in methanol for 10 min, then in 50% ethanol for 2 min and permeabilized with 0.2% Nonidet (United States Biological, Salem, MA, USA) in PBS for 5 min. The sections were blocked with 10% goat serum in PBS for at least 2 h and antibody staining with GFP (1:200; Santa Cruz Biotechnology, Dallas, TX, USA) was performed in blocking solution at 4 °C overnight. Washing was carried out with PBS and secondary antibody staining used Alexa Fluor 488 goat anti-rabbit (1:500; Invitrogen) in blocking solution. Cell nuclei were counterstained with DAPI. Confocal z-stacks were acquired using a Zeiss LSM 780 confocal microscope (Carl Zeiss Microscopy, Jena, Germany). Image processing of all immunofluorescence stainings were performed using the ImageJ/Fiji software.

### 4.9. Histologic Analyses

Histology of embryonic zebrafish was performed as previously described [75]. Embryos at 3 dpf were anesthetized by immersion in MS222 solution, fixed in 4% PFA and embedded in JB-4 plastic (Polysciences, Warrington, PA, USA) according to manufacturer’s protocol with correct orientation for sagittal sections. The plastic sections were stained with H&E (Carl-Roth). 

Adult zebrafish were euthanized by immersion in a lethal MS222 solution (final concentration ~300 mg/L) and heart was excised after loss of righting reflexes. Dissected hearts were fixed in 4% methanol-free PFA (Polysciences) at 4 °C overnight, embedded in paraffin wax and sectioned. The heart was orientated for sagittal sections through the ventricle, atrium and *Bulbus arteriosus*. H&E and MTC (Sigma-Aldrich) staining were completed according to manufacturer’s protocols as previously described [76]. Sectioning of the resin and paraffin blocks at 5 µm were performed on a Leica RM 2245 vibratome (Leica Biosystems, Nußloch, Germany). All histologic images were captured on a Keyence Biozero BZ-8000K microscope (Keyence, Osaka, Japan).

### 4.10. Transmission Electron Microscopy

The 5-month-old zebrafish were euthanized by immersion in a lethal MS222 solution and hearts were excised after loss of righting reflexes. Chemical fixation and sectioning was performed by the Imaging Core Facility at the University of Würzburg as previously described [77]. Ultrathin sections were examined with a JEOL JEM-2100 (Jeol, Freising, Germany) or a JEOL JEM-1400 Flash (Jeol) and digital images were taken with a TemCam F416 high-resolution CMOS camera (Tietz Video and Imaging Processing Systems, Gauting, Germany) or a Mataki flash sCMOS camera (Jeol).

### 4.11. Sanger Sequencing

For amplification of the genomic region of interest, target site-specific PCR primers were designed using Primer Blast (NIH) and a touchdown PCR in combination with a Mango *Taq* Polymerase (Bioline, London, UK) was performed. The annealing temperature was adjusted according to the melting temperatures of the primers. TMEM43-specific point mutations were confirmed using following primers, eGFP_for: 5′-CATGGTCCTGCTGGAGTTCGTG-3′ and TMEM43-c.332_rev: 5′-TGGGATTTTCGCTGTGGTAGAA-3′, with an amplicon size of 797 bp; TMEM43-c.1073_for: 5′-TTCTACCACAGCGAAAATCCCA-3′ and TMEM43-c.1073_rev: 5′-CGTGTCCGAGCAACAAGGATGG-3′, with an amplicon size of 506 bp. The following primers were used to study *tmem43* CRISPR mutations, tmem43-CRISPR_for: 5′-TGTGATTAGCGCGGGTTTCT-3′ and tmem43-CRISPR_rev: 5′-TCGCTGTACTCCACCCATTG-3′, with an amplicon size of 791 bp. PCR products were cleaned up using the ExoSAP-IT PCR Product Cleanup kit (Thermo Fisher Scientific) and sequenced by Microsynth Seqlab (Balgach, Switzerland) or Eurofins Genomics (Luxembourg). Sequencing traces were visualized and analyzed with SnapGene (San Diego, CA, USA).

### 4.12. RT-PCR

Total RNA was extracted from a pool of wild-type zebrafish embryos at 24 hpf, 2 and 3 dpf, and from adult organs (heart, liver eye, ovary/testis, brain, and skeletal muscle) using Qiazol (Qiagen) according to manufacturer’s instructions. For removal of residual DNA, the extracted RNA was incubated with DNAse I (Sigma-Aldrich) for 15 min at room temperature. A total of 2 µg of total RNA was reverse-transcribed using the High-Capacity RNA-to-cDNA Kit (Applied Biosystems, Waltham, MA, USA) and used as template for RT-PCR analysis with *MangoTaq* DNA Polymerase (Bioline) and *eef1a1l1* (NM_131263.1) as reference gene. Primers for *tmem43* and *eef1a1l1* were tmem43-WISH_for: 5′-CGGAAGTGGAGTTAGCGTTAGTG-3′ and tmem43-WISH_rev: 5′-GCATGCACAGACACACTGTAG-3′, with an amplicon size of 357 bp; eef1a1l1_for: 5′-GCCCCTGGACACAGAGACTTCATCA-3′ and eef1a1l1-_rev 5′-ATGGGGGCTCGGTGGAGTCCAT-3′, with an amplicon size of 211 bp. PCR products were agarose-gel separated, stained with Midori Green (Nippon Genetics Europe, Düren, Germany) and imaged under UV light using a PXi imaging system (Alpha Metrix Biotech, Rödermark, Germany). Amplicon size was compared with a 100 bp DNA ladder (Thermo Fisher Scientific).

### 4.13. qPCR

Dissected ventricular or skeletal muscle tissue of adult zebrafish was homogenized with a Sonoplus Mini20 homogenizer (Bandelin Electronic, Berlin, Germany) and total RNA was extracted using Qiazol (Qiagen) according to manufacturer’s instructions. For removal of residual DNA, the extracted RNA was incubated with DNAse I (Sigma-Aldrich) for 15 min at room temperature. Up to 300 ng total RNA was then reverse-transcribed using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories, Hercules, CA, USA). Transcript level of *TMEM43* and *tmem43* was analyzed by performing TaqMan Gene Expression Assay (Thermo Fisher Scientific) according to manufacturer’s instruction. The following TaqMan probes were used, *TMEM43*: Hs00225702_m1, *tmem43*: Dr03101329_m1 and *eef1a1l1*: Dr03432748_m1 as internal control. The PCR program for amplification was 95 °C for 14 min, followed by 45 cycles at 95 °C for 15 s, 60 °C for 35 s, and 72 °C for 25 s. All qRT-PCRs reactions were performed in duplicates with a CFX96 Real-Time PCR Detection System (Bio-Rad Laboratories).

### 4.14. RNA-Seq

Total RNA was extracted from excised ventricular tissue of adult *TMEM43* overexpressing zebrafish and non-transgenic controls using Qiazol (Qiagen) according to manufacturer’s protocol. Up to seven ventricles were pooled as one sample and three biological replicates for each genotype were analyzed. RNA quality check, library preparation, and sequencing of libraries were performed by the Core Unit Systems Medicine at the University of Würzburg. DNA libraries were prepared using the TruSeq Stranded mRNA Library Preparation Kit (Illumina, San Diego, CA, USA) according to manufacturer’s instructions with 150 ng of total RNA and 15 PCR cycles. All libraries were pooled and sequenced with 25 million reads/sample in single-end mode with 75 nt read length on the NextSeq 500 platform (Illumina). For ensuring high sequence quality, Illumina reads were quality- and adapter-trimmed via Cutadapt [78] version 2.5 using a cutoff Phred score of 20. Further, processed reads were aligned to the Zebrafish genome version GRCz11 (Genome Reference Consortium Zebrafish Build 11) using STAR v2.7.2b [79]. Reads mapped to the exome were quantified via featureCounts v1.6.4 [80] and determined read counts served as input to DESeq2 version 1.24.0 [81] for identification of differentially expresses genes. Only genes with a Benjamini–Hochberg corrected adjusted *p*-value (padj) < 0.05 and |log2FoldChange| ≥ 0.05 were assumed to be significantly differentially expressed. ShinyGO v0.76 was used to perform functional enrichment analyses based on KEGG pathways (http://bioinformatics.sdstate.edu/go/ (accessed on 27 April 2022)) [82]. Clustered heatmaps were drawn using the pheatmap R package with normalization of the values by rows.

### 4.15. Western Blot Analysis

From excised hearts of 5-month-old zebrafish, the atrium and *Bulbus arteriosus* were removed and only the ventricles were used for sample preparation. Single or a pool of ventricles were homogenized in lysis buffer (300 mM NaCl, 100 mM NaH_2_PO_4_ × H_2_O, 50 mM Na_2_HPO_4_, 1 mM MgCl × 6 H_2_O, 10 mM Na_4_P_2_O_7_, 12.7 mM EDTA, 2.7 mM NaF, 1 mM sodium orthovanadate) in presence of protease inhibitor cocktail (Roche Diagnostics) and 1 mM PMSF (Sigma-Aldrich) by sonication on ice. Homogenized tissues were centrifuged at 1500× *g* at 4 °C for 15 min, supernatants were collected as samples, mixed with Laemmli buffer (Bio-Rad Laboratories) and incubated at 95 °C for 5 min. Proteins were separated by SDS-PAGE using Mini-PROTEAN TGX precast protein gel (Bio-Rad Laboratories) and transferred to polyvinylidene fluoride membrane using the Trans-Blot Turbo Transfer System (Bio-Rad Laboratories). After blocking with 5% non-fat milk in PBS/Tween 20, the membrane was incubated with primary antibodies, including GFP (1:200; Santa Cruz Biotechnology, USA), TMEM43 (1:250; Sigma-Aldrich), and Vinculin (1:2000; Abcam, Cambridge, UK) at 4 °C overnight and incubated with horseradish peroxidase-conjugated secondary antibodies (goat anti-rabbit IgG: 1:1000, GE Healthcare, USA; goat anti-mouse IgG: 1:1000, GE Healthcare, USA) for 2 h at room temperature. Signals were detected by luminol-based chemiluminescence using ECL prime reagent (GE Healthcare, Chicago, IL, USA) and a ChemiDoc Touch Imaging System (Bio-Rad Laboratories). Intensity of the protein bands were quantified by ImageJ/Fiji. 

### 4.16. Bioinformatical Analysis

Evolutionary conservation of the TMEM43 protein across species was determined using Clustal Omega [83]. The potential effect of amino acid substitutions on TMEM43 protein structure were predicted with AlphaFold-2 [84] and illustrated using the PyMOL Molecular Graphics System (Schrödinger, New York, NY, USA). Variants were classified using the different algorithms of BayesDel-addF, BayesDel-noAF, PON-P2, ClinPred, and Poly-Phen-2 [36,85,86,87]. Evaluation of allele frequencies was performed using the Genome Aggregation Database v2.1.1 (gnomAD; https://gnomad.broadinstitute.org/ (accessed on 2 April 2022)). 

### 4.17. Statistical Analysis

Statistical analysis was carried out using Prism 9 (GraphPad Software, San Diego, CA, USA). Data are shown as mean ± standard error of the mean (SEM). For analyzing differences among two groups, unpaired Student’s *t*-test, and for comparison between three or more groups one-way ANOVA followed by Bonferroni’s was used. A *p*-value of ≤ 0.05 was considered significant; * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001; **** *p* ≤ 0.0001. Data from transgenic lines were compared with the NTG control, in addition data from both TMEM43 variants were compared with the TMEM43-WT. Homozygous *tmem43* mutant zebrafish were compared to WT and heterozygous *tmem43* mutant zebrafish.

## Figures and Tables

**Figure 1:**
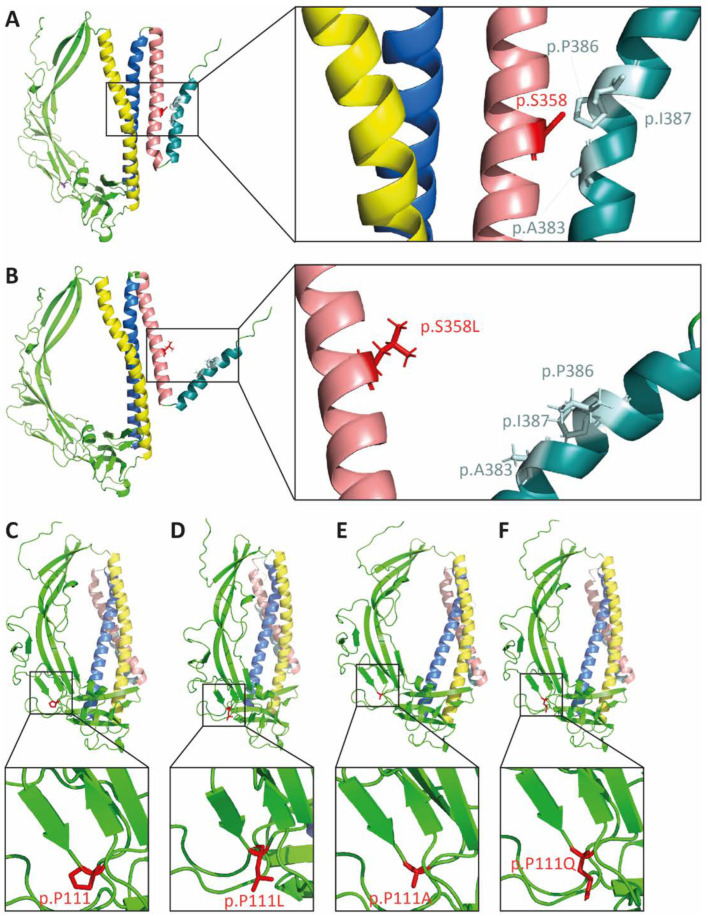
The p.S358L variant changes protein conformation of TMEM43. In silico modeling of TMEM43 tertiary structure of wild-type (**A**,**C**) and proteins with the corresponding missense mutations (**B**) p.S358L, (**D**) p.P111L, (**E**) p.P111A, and (**F**) p.P111Q. Yellow indicates transmembrane domain (TMD) 1, blue indicates TMD2, rose indicates TMD3, and turquoise indicates TMD4. The residue of interest is indicated in red (p.S358 in **A** and **B**; p.P111 in **C**–**F**).

**Figure 2:**
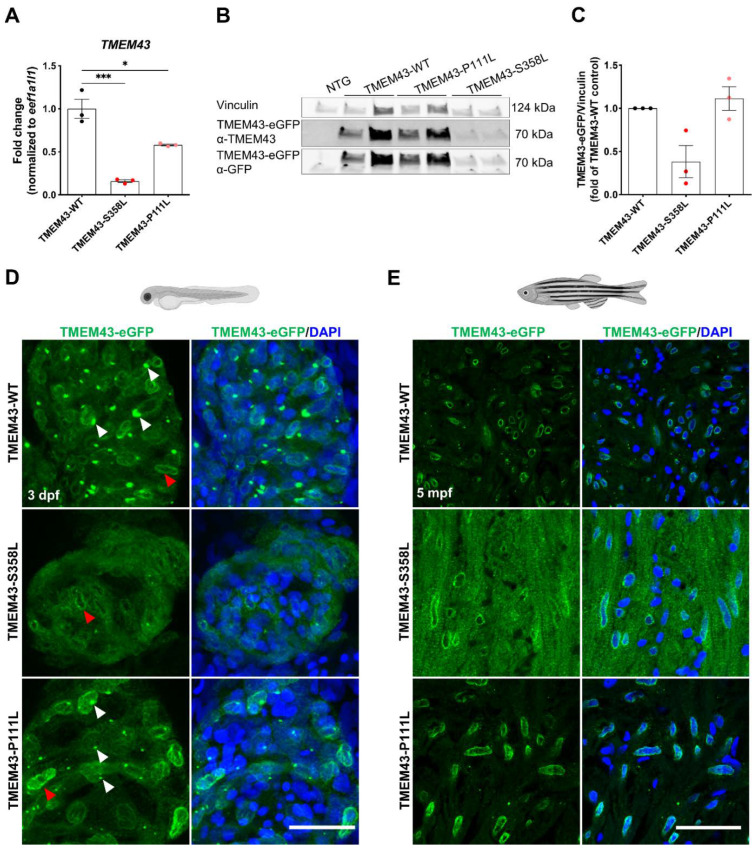
Reduced expression and altered localization of TMEM43-p.S358L. (**A**) Quantitative reverse transcription PCR demonstrates transcript reduction in human TMEM43 in adult ventricles of both TMEM43 variant transgenic lines compared to wild-type (WT). Each replicate consists of a pool of 2–7 ventricles and relative expression is calculated to TMEM43-WT expression levels. (**B**) Representative Western blot showing reduced occurrence of the human TMEM43-eGFP fusion-protein in adult ventricles of TMEM43-S358L compared to the TMEM43-WT transgenic line. For detection, both a TMEM43- and a GFP-antibody were used. Each biological replicate consists of a pool of 1–4 ventricles. (**C**) Western blot analysis using the TMEM43-antibody showed a reduced protein level of the human TMEM43-eGFP fusion-protein in adult ventricles of TMEM43-S358L compared to the TMEM43-WT transgenic line. Each data point represents relative Western blot band intensity of a technical replicate. (**A**,**C**) One-way ANOVA with Bonferroni’s multiple comparison test, * *p* ≤ 0.05, *** *p* ≤ 0.001. Error bars correspond to SEM. (**D**) Confocal images of whole-mount immunofluorescence staining of hearts expressing the transgene TMEM43-eGFP (green) at 3 days post-fertilization (dpf). Note the TMEM43-WT expression at the nuclear membrane and the endoplasmic reticulum (ER). TMEM43-S358L displays a weak signal at the nuclear membrane, but no signal at the ER. White arrowheads indicate TMEM43-eGFP localization at the ER, red arrowheads indicate localization at the nuclear membrane. Scale bar = 30 µm. (**E**) Confocal images of immuno-stained paraffin sections of 5 months post fertilization (mpf) dissected hearts expressing the transgene TMEM43-eGFP (green). Scale bar = 30 µm. Created with BioRender.com (accessed on 13 August 2022).

**Figure 3:**
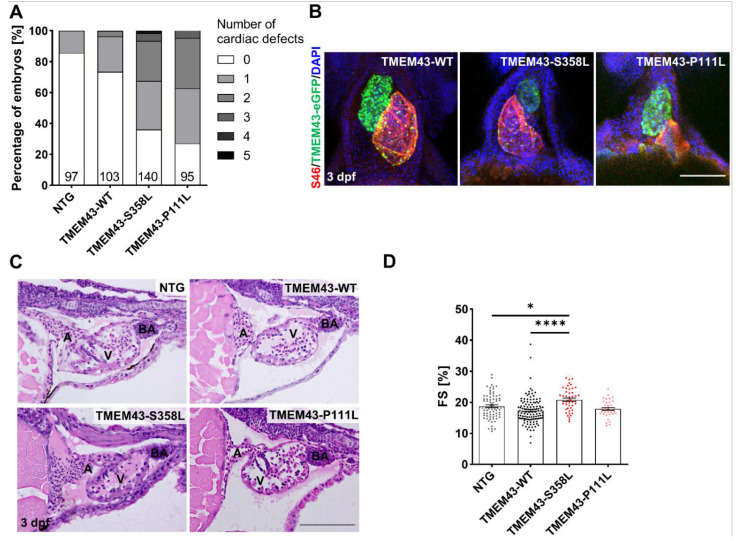
Overexpression of TMEM43 variants induce altered cardiac morphology and function at 3 days post-fertilization (dpf). (**A**) Visual phenotyping demonstrates the percentage of embryos with zero to five different cardiac-specific defects. The defects were classified into looping defects, pericardial edemas, arrhythmias, altered ventricular shape, strong ventricular contractions, heterogenous ventricular contractions, and altered atrial shape. Both TMEM43 variant lines show an increased percentage of embryos with at least one cardiac defect. The number of phenotyped embryos is indicated at the bottom of the columns. (**B**) Confocal maximum intensity projections of immunofluorescence-stained hearts. Atria are labeled for S46 localization (red), ventricles for GFP localization (green), and nuclei with DAPI (blue). In contrast to TMEM43-WT hearts, both TMEM43 variant lines display developmental defects (looping defects and reduced ventricular chamber size in TMEM43-S358L, as well as altered atrial chamber shape in TMEM43-P111L). Ventral views, arterial pole to the top. Scale bar = 100 µm. (**C**) Representative histological images of hematoxylin and eosin-stained sagittal plastic sections showing structurally normal heart chambers and the outflow tract in embryos at 3 dpf (*n* ≥ 5 per genotype). A, atrium; BA, Bulbus arteriosus; V, ventricle. Scale bar = 100 µm. (**D**) Analysis of cardiac function by ventricular fractional shortening (FS) quantification from a time series of the embryonic cardiac cycle. Data points represent the average measurement obtained from three diastolic/systolic phases of each fish. The short axis of the ventricle was used for quantification. Significantly increased FS was detected in TMEM43-S358L embryos. Significance was determined by one-way ANOVA with Bonferroni’s multiple comparison test, * *p* ≤ 0.05, **** *p* ≤ 0.0001. Error bars correspond to SEM. (**A**,**D**) Analyses were performed on embryos from three independent clutches per genotype.

**Figure 4:**
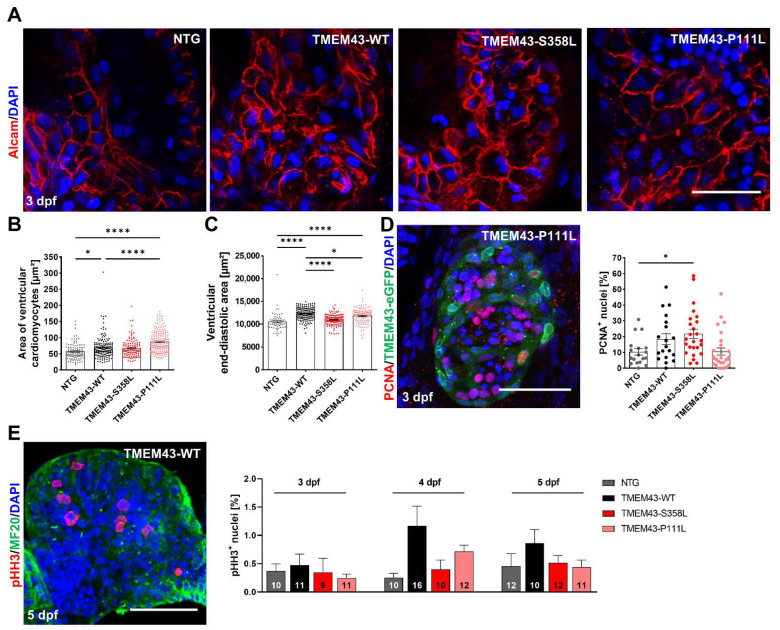
Cardiac overexpression of stably folded TMEM43 leads to hypertrophic ventricular growth, but unchanged proliferation capacity in embryos. (**A**) Confocal maximum intensity projections of 3 days post fertilization (dpf) hearts immunostained with DAPI (blue) and Alcam (red) to highlight plasma membranes. Scale bar = 30 µm. (**B**) Quantification of cardiomyocyte (CM) area represented in (**A**) reveals larger CMs in TMEM43-WT and TMEM43-P111L compared to non-transgenic control (NTG) and TMEM43-S358L individuals (n ≥ 10 hearts per genotype). (**C**) Quantification of ventricular end-diastolic area shows the mean area of three individual sections of each fish from a time series of the embryonic cardiac cycle. Significantly increased end-diastolic ventricular areas were measured in TMEM43-WT and TMEM43-P111L compared to NTG and TMEM43-S358L individuals. (**D**) Representative confocal maximum intensity projection of a heart immunostained with PCNA (red), GFP (green), and DAPI (blue) at 3 dpf. Scale bar = 50 µm. In the graph, individual data points represent the percentage of PCNA^+^ nuclei in the ventricle of each fish (n ≥ 18 individuals per genotype). A slightly increased proliferation rate was observed in the TMEM43-S358L transgenic line compared to NTG. (**E**) Representative maximum intensity projection of a dissected heart immunostained with pHH3 (red), MF20 (targeting MYH1E; green) and DAPI (blue) at 5 dpf. Scale bar = 50 µm. The graph displays the mean percentage of pHH3^+^ cell nuclei for each genotype at 3 dpf, 4 dpf, and 5 dpf. The number of analyzed hearts per condition are indicated at the bottom of the columns. (**B**–**E**) For all graphs, significance was determined by one-way ANOVA with Bonferroni’s multiple comparison test, * *p* ≤ 0.05, **** *p* ≤ 0.0001. Error bars correspond to SEM.

**Figure 5:**
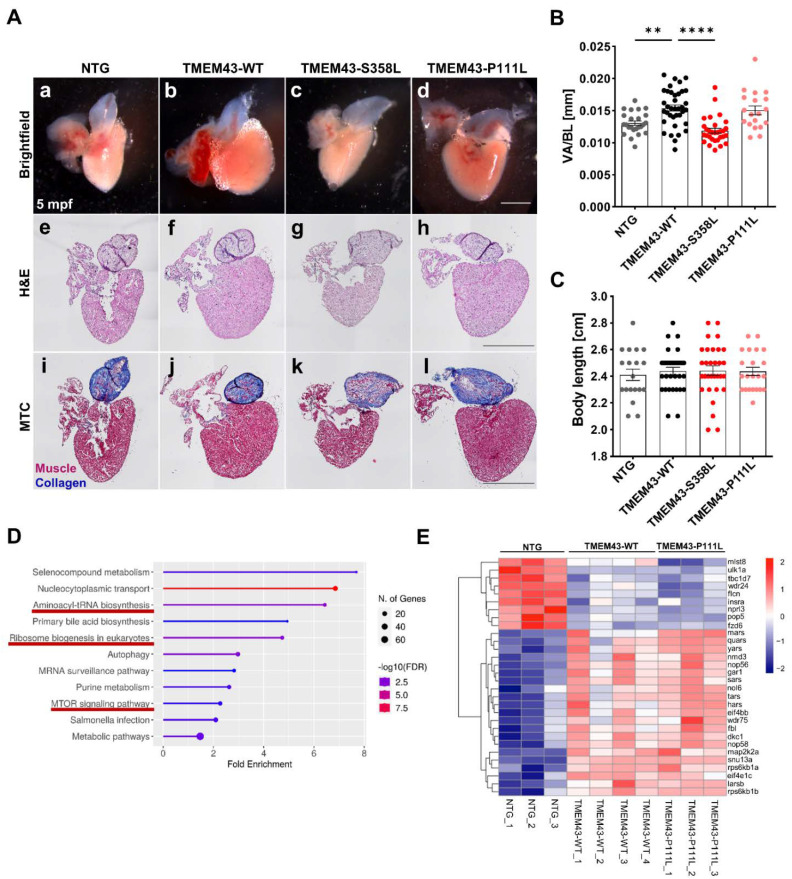
TMEM43 wild-type (WT) and TMEM43-P111L transgenic lines display enlarged hearts in adult zebrafish. (**A**) Preserved myocardial structure in adult zebrafish at 5 months post-fertilization (mpf) (*n* ≥ 5 hearts per genotype). Scale bars = 500 µm. (**a**–**d**) Representative brightfield images of dissected fish hearts. (**e**–**h**) Histology was analyzed by hematoxylin and eosin (H&E) staining. (**i**–**l**) Fibrosis was analyzed by Masson’s Trichrome (MTC) staining. (**B**) TMEM43-WT and TMEM43-P111L individuals display larger ventricles as indicated by an increased ventricular area to body length ratio (VA/BL) compared to the non-transgenic control (NTG) and TMEM43-S358L. Brightfield images represented in (**a**–**d**) were used for assessment of ventricular surface area. (**C**) Quantification of body length reveals normal growth and development of adult transgenic zebrafish. (**D**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for shared differently expressed genes (DEGs) between “NTG vs. TMEM43-WT” and “NTG vs. TMEM43-P111L” (p_adj_ ≤ 0.05) using ShinyGO v0.76. The x-axis represents fold enrichment and y-axis represents enriched KEGG terms. The size of the dots represents the number of involved genes. The false discovery rate (FDR) value is indicated by colors.KEGG pathways, which include the DEGs shown in (**E**), are underlined in red and play a role for cell growth. (**E**) Heatmap showing DEGs belonging to the KEGG pathways “Aminoacyl-t-RNA biosynthesis”, “Ribosome biogenesis in eukaryotes”, and “mTOR signaling pathways”. (**B**,**C**) For all graphs, significance was determined by one-way ANOVA with Bonferroni’s multiple comparison test, ** *p* ≤ 0.01, **** *p* ≤ 0.0001. Error bars correspond to SEM.

**Figure 6:**
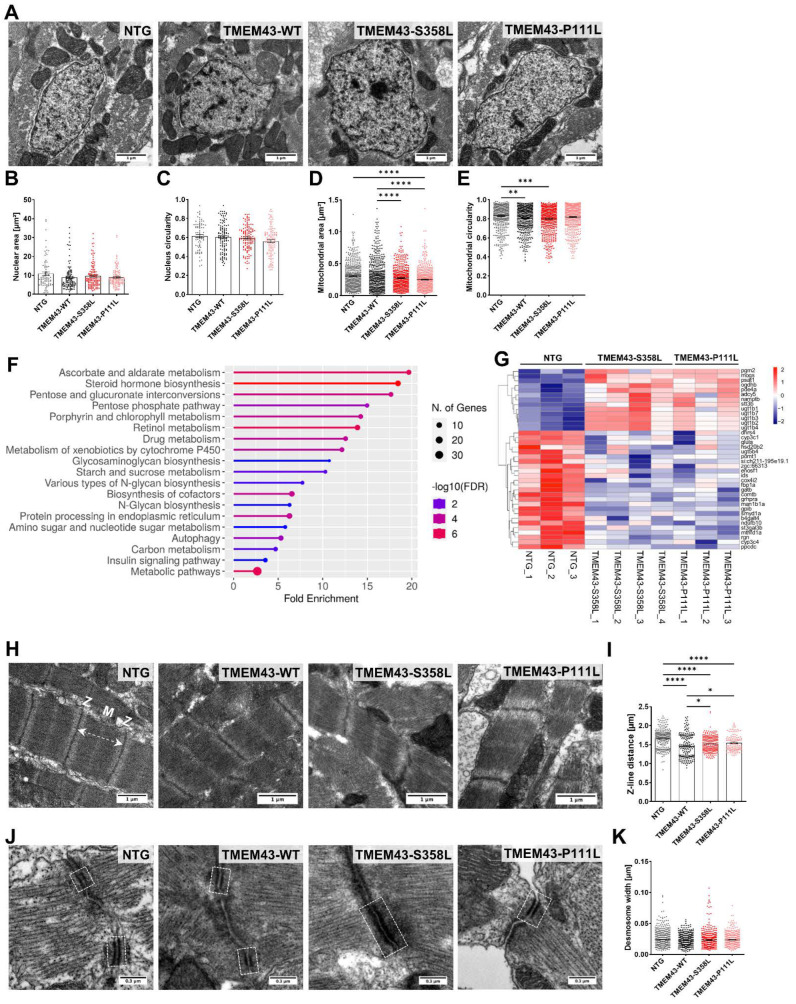
Transmission electron microscopy (TEM) reveals altered ultrastructure in ventricular heart tissue from TMEM43 transgenic lines at 5 months post-fertilization. (**A**) TEM images showing nuclei and mitochondria of the ventricular myocardium. Scale bars = 1 µm. (**B**) Analysis of the nuclear area and (**C**) circularity demonstrate no alterations between the genotypes. (**D**) Assessment of mitochondrial area uncovers significantly reduced mitochondrial size in both TMEM43 variant lines compared to TMEM43-WT. (**E**) Evaluation of mitochondrial circularity revealed altered mitochondrial shape in TMEM43-S358L and TMEM43-WT ventricles compared to the non-transgenic control (NTG). (**F**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for shared differently expressed genes (DEGs) between “NTG vs. TMEM43-S358L” and “NTG vs. TMEM43-P111L” (p_adj._ ≤ 0.05) using ShinyGO v0.76. The x-axis represents fold enrichment and y-axis represents enriched KEGG terms. The size of the dots represents the number of involved genes. The false discovery rate (FDR) value is indicated by colors. (**G**) Heatmap showing DEGs belonging to the KEGG pathway “Metabolic pathways”. (**H**) Representative TEM images of longitudinal sections of sarcomeres showing proper myofibrill organization. Dashed double-headed arrow indicates distance between two Z-discs. M, M-line; Z, Z-line. Scale bars = 1 µm. (**I**) Quantification of Z-line distance of sarcomeres represented in (**H**) reveals a significantly increased sarcomere length in both TMEM43 variant lines compared to the TMEM43-WT. NTG displayed the highest sarcomere length. (**J**) TEM images showing desmosomes of the ventricular myocardium. Dashed boxes indicate desmosomal junctions. Scale bars = 0.3 µm. (**B**–**E**,**I**,**K**) For all graphs, significance was determined by one-way ANOVA with Bonferroni’s multiple comparison test, * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001. Error bars correspond to SEM. *n* ≥ 3 per genotype.

**Figure 7:**
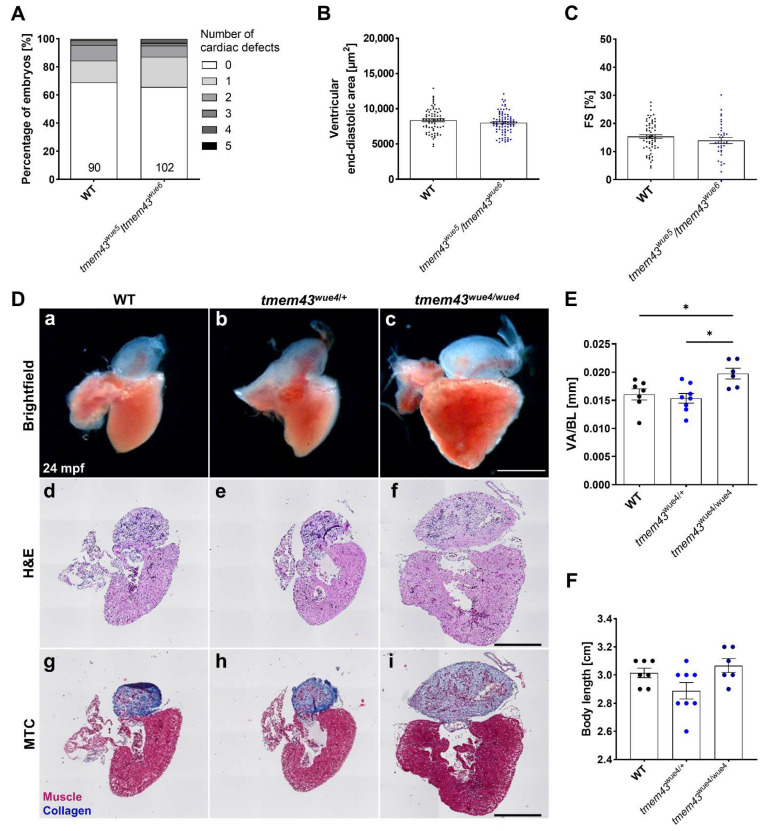
Enlarged adult hearts of homozygous tmem43^wue4/wue4^ mutant fish. (**A**) Phenotyping showing the percentage of embryos with zero to five different cardiac-specific defects. The defects were classified in looping defects, pericardial edemas, arrhythmias, altered ventricular shape, strong ventricular contractions, heterogenous ventricular contractions, and altered atrial shape. The number of analyzed embryos is indicated at the bottom of the columns. (**B**) Quantification of ventricular end-diastolic area showing the mean area of three individual sections of each fish from a time series of the embryonic cardiac cycle. (**C**) Analysis of cardiac function by quantification of ventricular fractional shortening (FS) from a time series of the embryonic cardiac cycle. Data points represent the average measurement obtained from three diastolic/systolic phases of each fish. The short axis of the ventricle was used for quantification. (**A**–**C**) Analyses were performed on embryos from three independent clutches per genotype. (**B**,**C**) Significance was determined by an unpaired t-test. Error bars correspond to SEM. (**D**) Adult cardiac morphology at 24 months post fertilization (mpf). Scale bars = 500 µm. (**a**–**c**) Representative brightfield images of dissected fish hearts. (**d**–**f**) Histology was analyzed by H&E staining (*n* = 5 hearts per genotype). (**g**–**i**) Fibrosis was analyzed by MTC staining (*n* = 5 hearts per genotype). (**E**) Quantification of ventricular area to body length ratio (VA/BL) reveals significant ventricular enlargement in homozygous tmem43^wue4/wue4^ zebrafish. Brightfield images represented in (**a**–**c**) were used for assessment of ventricular surface area. (**F**) Quantification of body length reveals normal growth and development in adult tmem43 mutants. (**E**,**F**) Significance was determined by one-way ANOVA with Bonferroni’s multiple comparison test, * *p* ≤ 0.05. Error bars correspond to SEM.

## Data Availability

The RNA-seq data are available at NCBI GEO (https://www.ncbi.nlm.nih.gov/geo (accessed on 18 July 2022)) under the accession number GSE208408.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23179530/s1.

# Supplementary material for: Altered Expression of TMEM43 Causes Abnormal Cardiac Structure and Function in Zebrafish
**Source:** Int J Mol Sci. 2022 Aug 23;23(17):9530. doi: 10.3390/ijms23179530
**Supplement:** Supplementary file 1

Supplementary Materials for

Altered Expression of *TMEM43* Causes Abnormal Cardiac Structure and Function in Zebrafish

Miriam Zink, Anne Seewald, Mareike Rohrbach, Andreas Brodehl, Daniel Liedtke, Tatjana Williams, Sarah J. Childs and Brenda Gerull¹

¹Author for correspondence:

Prof. Brenda Gerull

This file includes:

Supplementary Figures S1 to S8

Supplementary Table S1

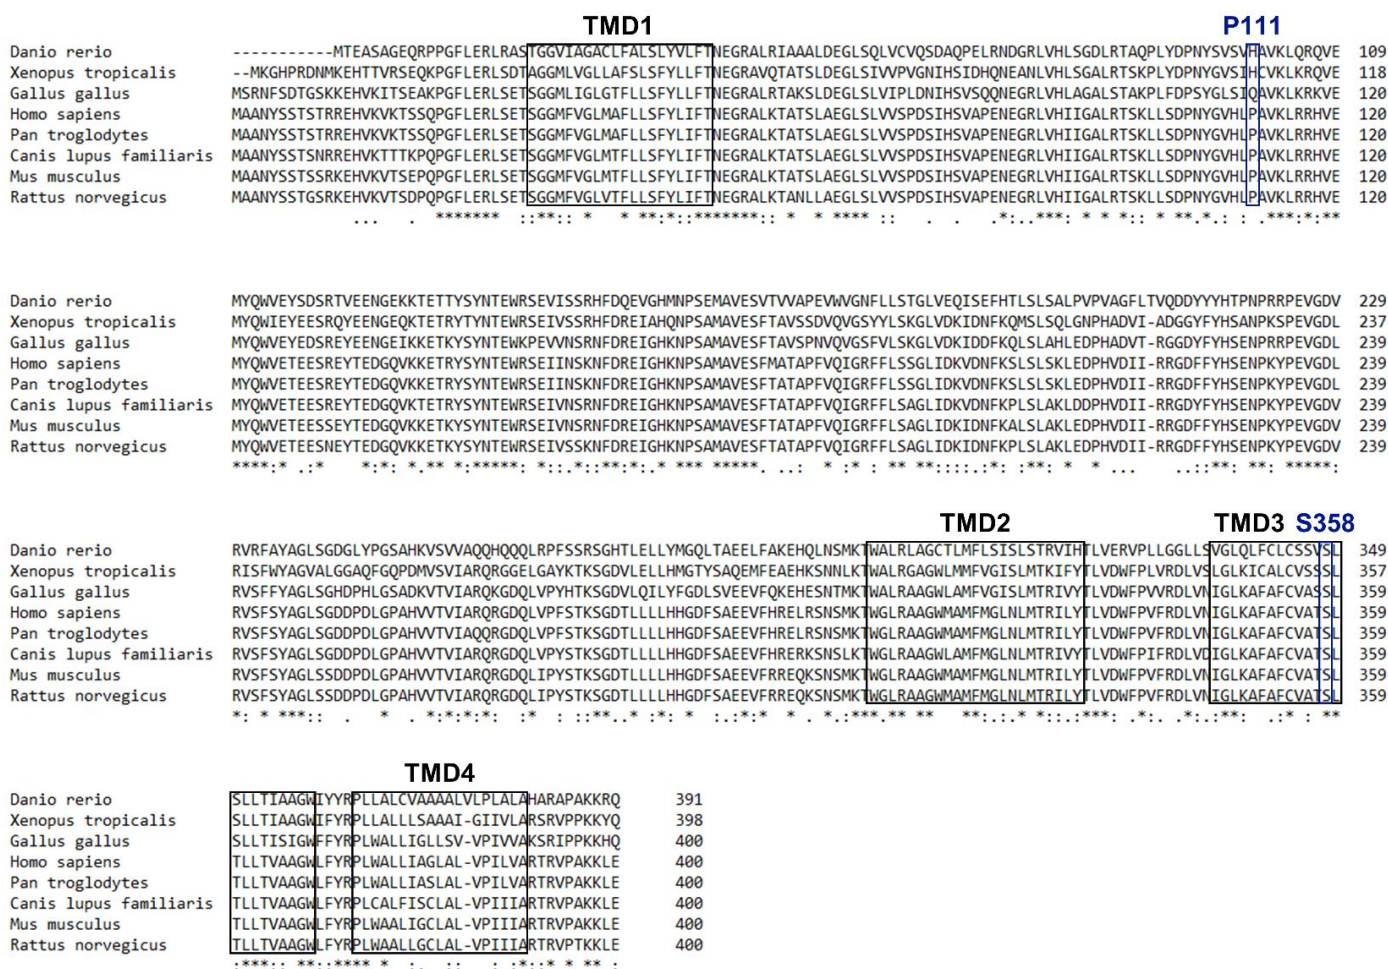

Figure S1: TMEM43 is evolutionary highly conserved.

Multiple amino acid sequence alignment of TMEM43 orthologues across eight eukaryotic species. To identify a *tmem43* zebrafish ortholog, the corresponding amino acid sequences from *Danio rerio* (AAI54205.1) were aligned with *Xenopus tropicalis* (XP_002938277), *Gallus gallus* (XP_414378), *Canis lupus familiaris* (XP_541751), *Homo sapiens* (NP_077310.1), *Pan troglodytes* (XP_001157301), *Mus musculus* (NP_083042.1) and *Rattus norvegicus* (NP_001007746) using the Clustal Omega (1.2.4) program. Fully conserved residues are indicated with an asterisk, highly conserved residues with a colon, and weaker conserved residues are indicated with a dot. The black boxes outline the predicted transmembrane domains (TMD) TMD1-TMD4 and the blue boxes highlight the position of the human TMEM43 variants p.P111L and p.S358L. In zebrafish there is a histidine instead of a proline at amino acid position 111.

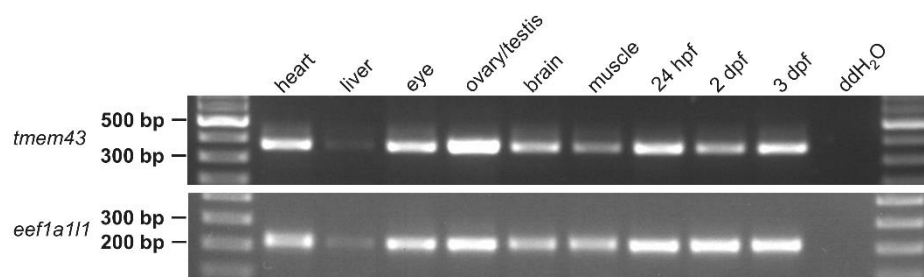

Figure S2: *tmem43* is expressed in a wide range of developmental stages and adult tissues in zebrafish.

RT-PCR analysis of *tmem43* expression in adult tissue and during different embryonic developmental stages.

A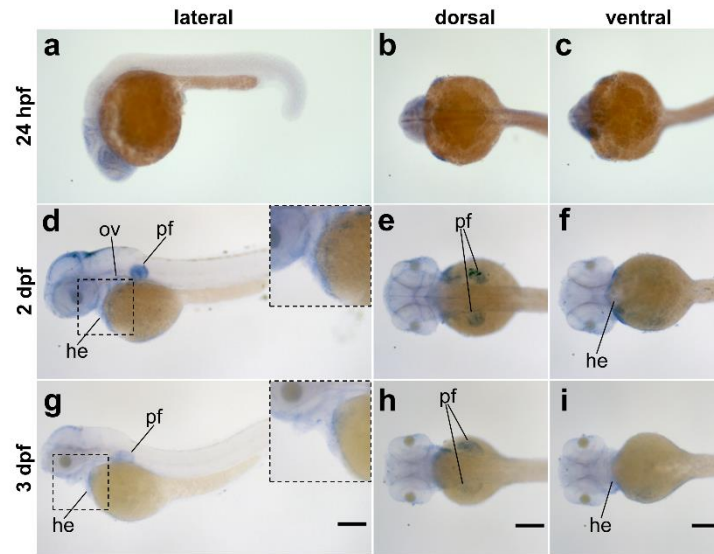**B**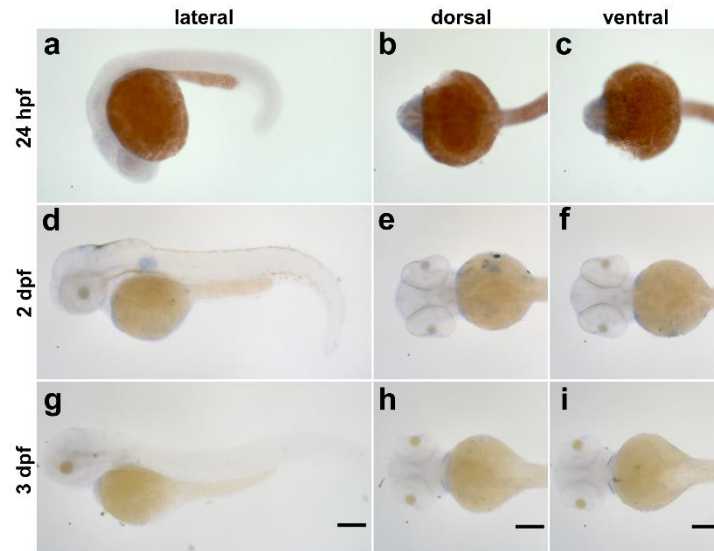

Figure S3: Spatiotemporal expression analysis of zebrafish *tmem43* during embryonic development.

(**A**) Representative images of zebrafish embryos at indicated developmental stages stained by whole-mount *in situ* hybridization (WISH) using a *tmem43* antisense probe. (a – d) Signals in the head region at 24 hours post fertilization (hpf). (d – i) From 2 days post fertilization (dpf) onwards, additional *tmem43* expression appears in brain tissues (tectum, mid-hindbrain-boundary, and cerebellum), the heart (he), the pectoral fin (pf) and the otic vesicle (ov). Insets show higher magnification of the boxed region. (**B**) Sense probe showing absence of *tmem43* signal. (**A,B**) Scale bars = 200 μ m. WISH experiments were performed in triplicate, with $n = 10$ individuals per developmental stage. (a, d, g) Lateral views with anterior to the left. (b, e, h) Dorsal views with anterior to the left. (c, f, i) Ventral views with anterior to the left.

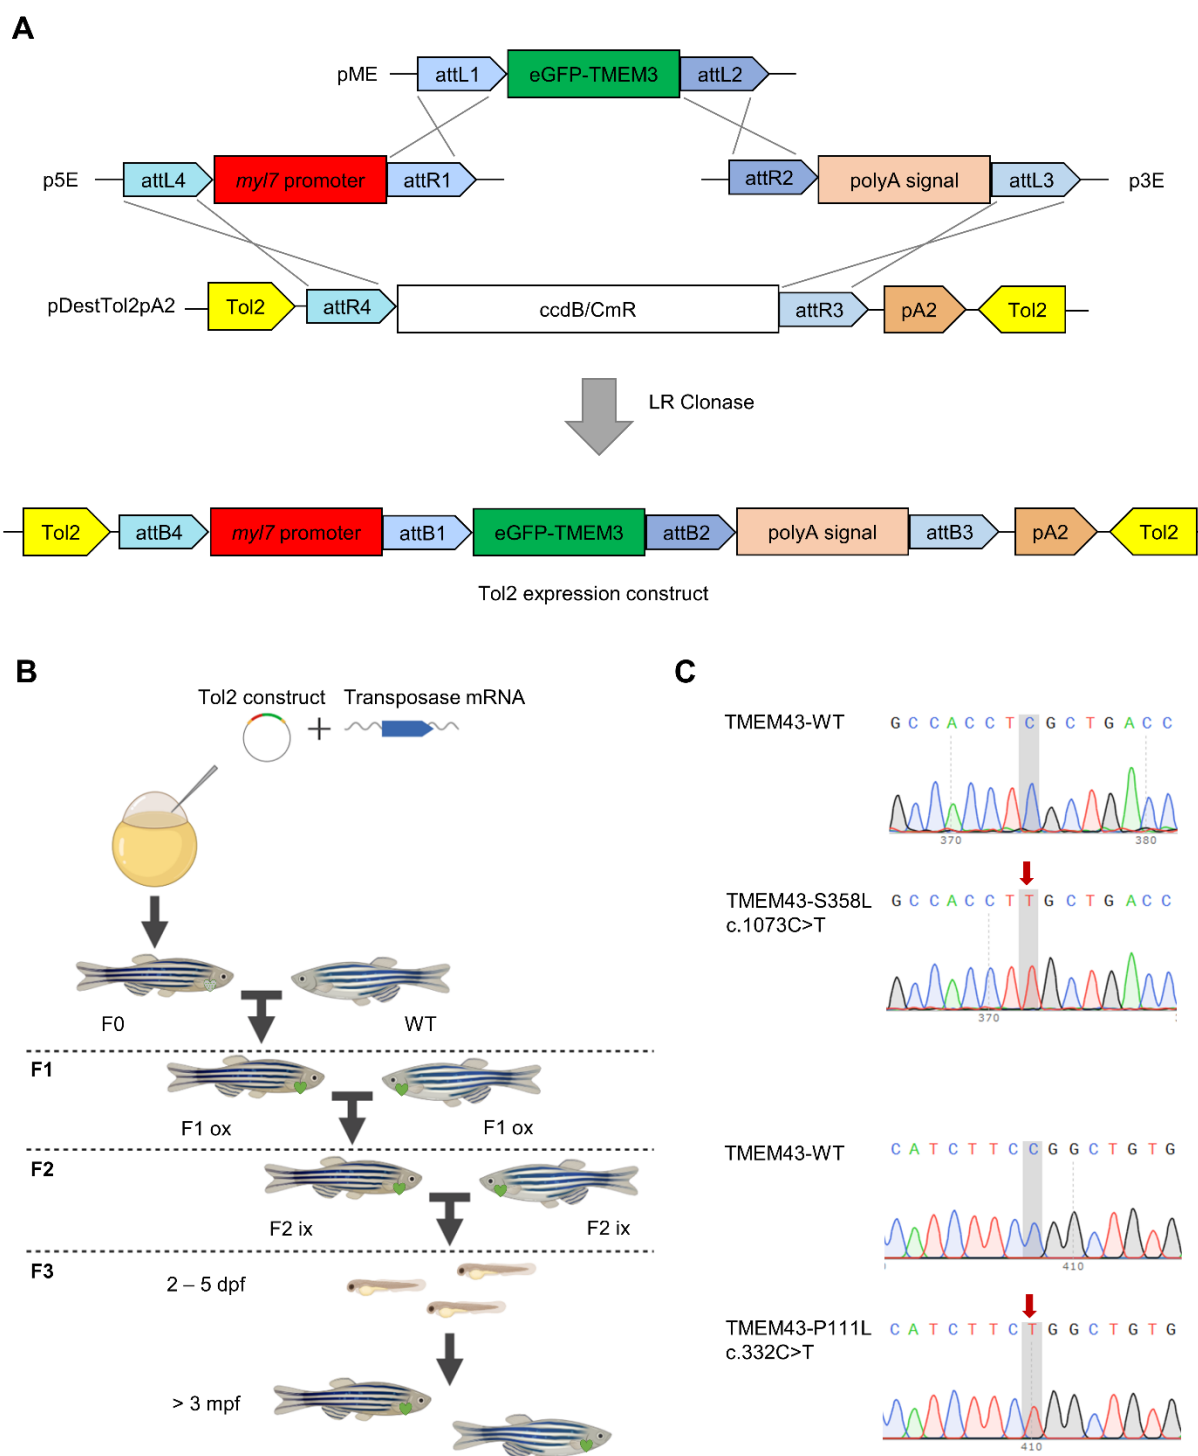

Figure S4: Generation of a transgenic TMEM43 zebrafish model using the Tol2 system.

(A) Schematic of the Gateway cloning strategy. To generate the expression construct, a three-way multisite Gateway cloning approach with three entry clones and the pDestTol2pA2 destination vector was performed. The final transposon donor plasmid contains the Tol2 construct with the cardiomyocyte-specific *myl7* promoter, the reporter gene *eGFP* fused to the cDNA sequence encoding for full-length human *TMEM43*, either wild-type (WT) or with the respective mutations (c.1073C>T, p.S358L; c.332C>T, p.P111L). (B) Transgenesis in zebrafish. A synthetic transposase mRNA and the transposon donor plasmid containing the expression construct represented in (A) are co-injected into fertilized eggs in one-cell stage. The construct is stably integrated into the zebrafish genome via the Tol2 isomerase.

Thereby, the position and number of integration events is random. Germline transmission of the transgene can be selected in the F1 generation by outcrossing the injected founder fish with wild-type fish. For all experiments in this manuscript, progeny of F2 in-cross mating were used. **(C)** Validation of construct integration into the zebrafish genome via Sanger sequencing for wild-type, TMEM43-S358L (upper panel) and TMEM43-P111L (lower panel) zebrafish. The positions of the *TMEM43* missense mutations are highlighted in grey, as well as the corresponding position in the wild-type. Red arrows indicate the substituted nucleotide. Created with BioRender.com (accessed on 13 August 2022).

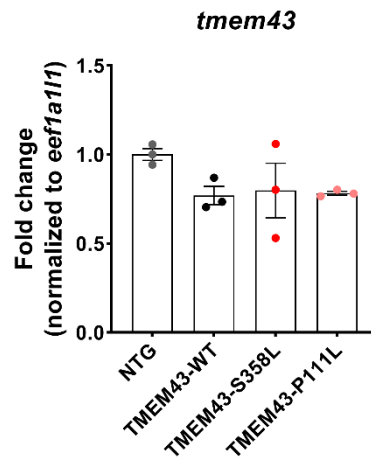

Figure S5: *tmem43* expression in ventricles of transgenic zebrafish.

Quantitative reverse transcription PCR demonstrates transcript reduction of endogenous zebrafish *tmem43* in adult ventricles of all transgenic TMEM43 lines compared to the non-transgenic control (NTG). There is no significant difference in *tmem43* expression between the different transgenic lines. Each replicate consists of a pool of 2-7 ventricles. Relative fold change is normalized to *tmem43* expression in NTG. One-way ANOVA with Bonferroni's multiple comparison test, * $p \leq 0.05$. Error bars correspond to SEM.

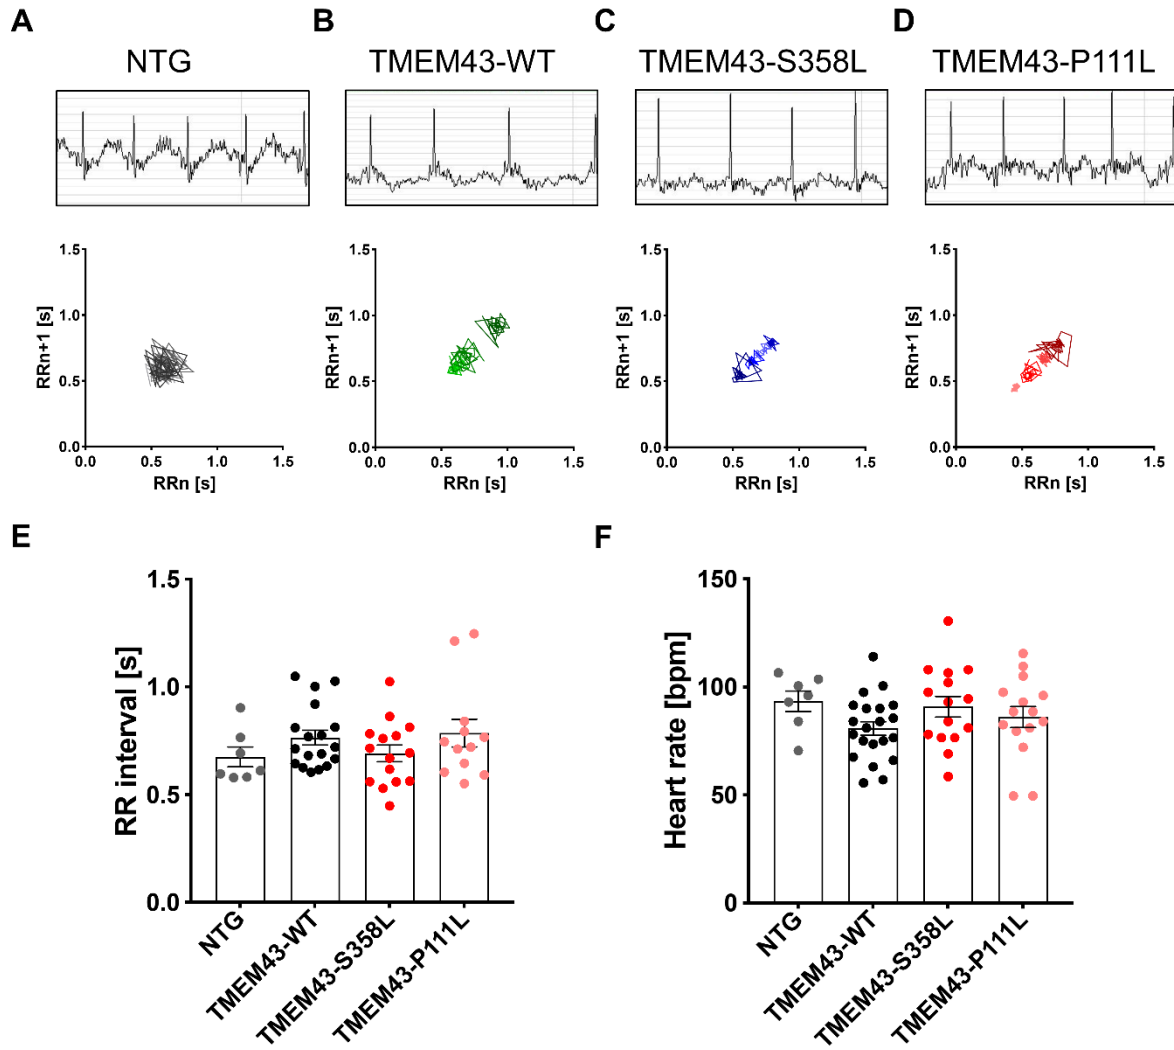

Figure S6: Normal cardiac electrophysiology of 5 mpf adult zebrafish.

Electrical conduction properties of adult hearts were assessed by surface ECG analysis. (A – D) Representative ECG traces and Poincaré plots of consecutive RR intervals from four individual fish of each genotype. Individual fish are each represented by a different colour shading. (E) Quantification of RR interval shows no significant differences between the analyzed genotypes. Individual data points represent the mean RR interval of each fish. (F) Quantification of heart rate of anesthetized zebrafish shows no significant differences between the analyzed genotypes. (E,F) For all graphs, significance was determined by one-way ANOVA with Bonferroni's multiple comparison test, * $p \leq 0.05$. Error bars correspond to SEM.

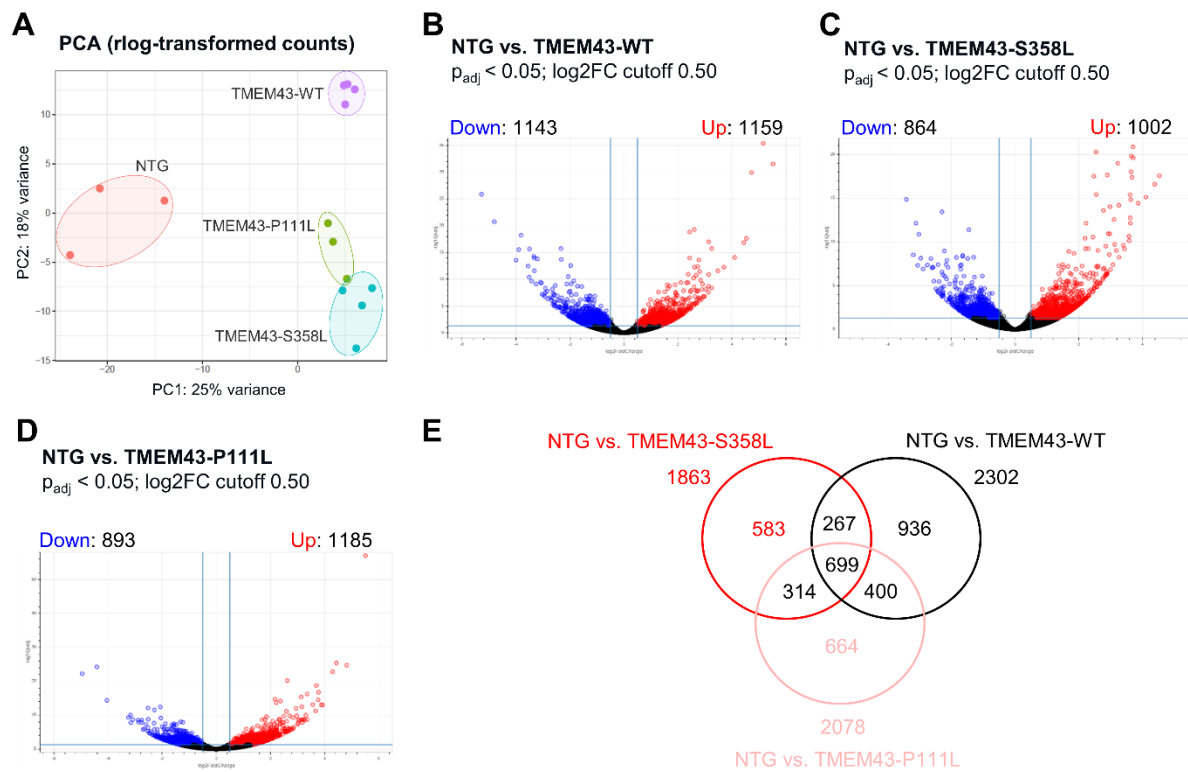

Figure S7: Transcriptome of ventricular tissue in adult TMEM43 zebrafish.

(A) Principle component analysis (PCA) showing four clusters of samples, indicating the significant differentiation between the genotypes. 

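Each pair of groups was also compared on both components with an exact permutation test. The distance between group centres was 27.8 for NTG and TMEM43-WT, 27.6 for NTG and TMEM43-S358L and 23.8 for NTG and TMEM43-P111L. TMEM43-WT lay 22.1 from TMEM43-S358L and 16 from TMEM43-P111L, and the closest pair was TMEM43-P111L and TMEM43-S358L at 6.52. The exact permutation p was 0.0286 for every pair (0.0343 adjusted over 6 pairs) apart from NTG and TMEM43-P111L, where 3 libraries against 3 gave p = 0.1, the smallest that this design allows. By the sample labels 7 of the 14 libraries come from fish over 12 months old, and TMEM43-WT holds 3 of them and TMEM43-S358L 1.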

(B – C) Volcano plots showing differentially expressed genes (DEGs) in ventricular tissue isolated from adult zebrafish from (B) NTG vs. TMEM43-WT, (C) NTG vs. TMEM43-S358L and (D) NTG vs. TMEM43-P111L. 

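Of the DEGs against NTG, 452 in TMEM43-WT, 450 in TMEM43-P111L and 383 in TMEM43-S358L changed more than 4-fold. Next to cacna1aa, sult2st1 and synpo2la, the upregulated genes of TMEM43-WT by the rule for named genes were the collagenase gene mmp13a (log2 fold change 4.97, standard error 1.25, adjusted p = 0.0306 from edgeR), the sulfotransferase gene sult2st2 (3.02, standard error 0.497, adjusted p = 0.00338) and the hedgehog ligand gene dhh (2.91, standard error 0.559, adjusted p = 0.0072). The call of mmp13a was lost without any 1 of the NTG libraries, and its log2 fold change was 3.36 without TMEM43-WT replicate 1. The growth factor binding protein gene igfbp6b was downregulated (-2.79, standard error 0.533, adjusted p = 0.00845). In TMEM43-P111L the calcium-binding parvalbumin gene pvalb3 (-5.81, standard error 0.735, adjusted p = 0.000878) and slc25a32a, the gene of a mitochondrial folate carrier (-4.30, standard error 0.740, adjusted p = 0.00528), were among the lowest, and kirrelb (2.22) and chchd5 (2.31) among the highest. In TMEM43-S358L the matrix metalloproteinase gene mmp16a (2.98, standard error 0.510, adjusted p = 0.00477) and slmapb, which encodes a sarcolemma-associated protein (2.75, standard error 0.528, adjusted p = 0.0102), were upregulated and doc2b, a calcium sensor of exocytosis, was downregulated (-3.71, standard error 0.367, adjusted p = 9.51e-05). The pancreatic enzyme gene ctrb1 was also among the lowest (-4.96, adjusted p = 0.046), with 231 CPM in NTG replicate 2, and this call was lost without any 1 library of NTG or TMEM43-S358L other than NTG replicate 4. With the threshold of 0.5 on the absolute log2 fold change, 1453 of the TMEM43-WT genes and all genes of the other lines remained.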

The horizontal blue line indicates significance level at $p_{adj} < 0.05$, the vertical blue lines indicate log2 fold change (log2fc) cut-off at 0.5. Blue indicate down-regulated, red up-regulated, and black unchanged transcripts. $n \geq 3$; each replicate consists of a pool of 2-7 ventricles. 

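Private to 1 line were 613 genes of TMEM43-WT and 464 of TMEM43-P111L. TMEM43-WT and TMEM43-P111L shared 290 genes that did not pass in TMEM43-S358L, among them pom121, a nuclear pore gene, with log2 fold changes of 1.25 and 1.14, and TMEM43-WT and TMEM43-S358L shared 147 that did not pass in TMEM43-P111L, among them the smooth muscle calponin gene cnn1b (1.06 and 1.14). A gene that passes in one line and not in another need not differ between them, and 182 genes differed between TMEM43-P111L and TMEM43-S358L in direct comparison. Among the genes with a difference, pvalb3 was 0.203 ± 0.102 CPM (SD, n = 3) in TMEM43-P111L and had a log2 fold change of -5.63 between TMEM43-P111L and TMEM43-S358L (standard error 0.719, adjusted p = 0.000841 from edgeR).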

(E) Venn diagram showing comparison of the DEGs between NTG and transgenic lines, identifying DEGs common to two or all three genotypes or present exclusively in one.

A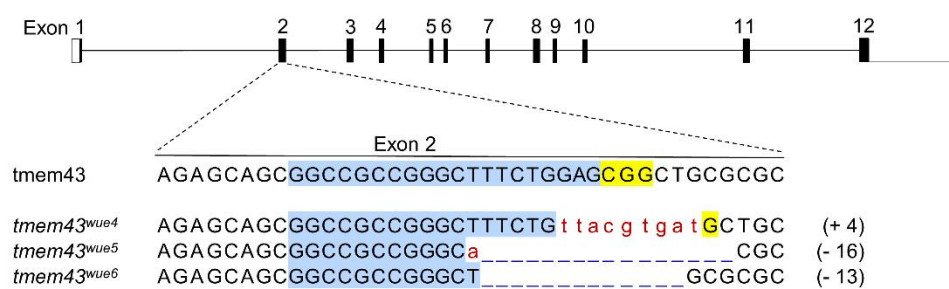**B**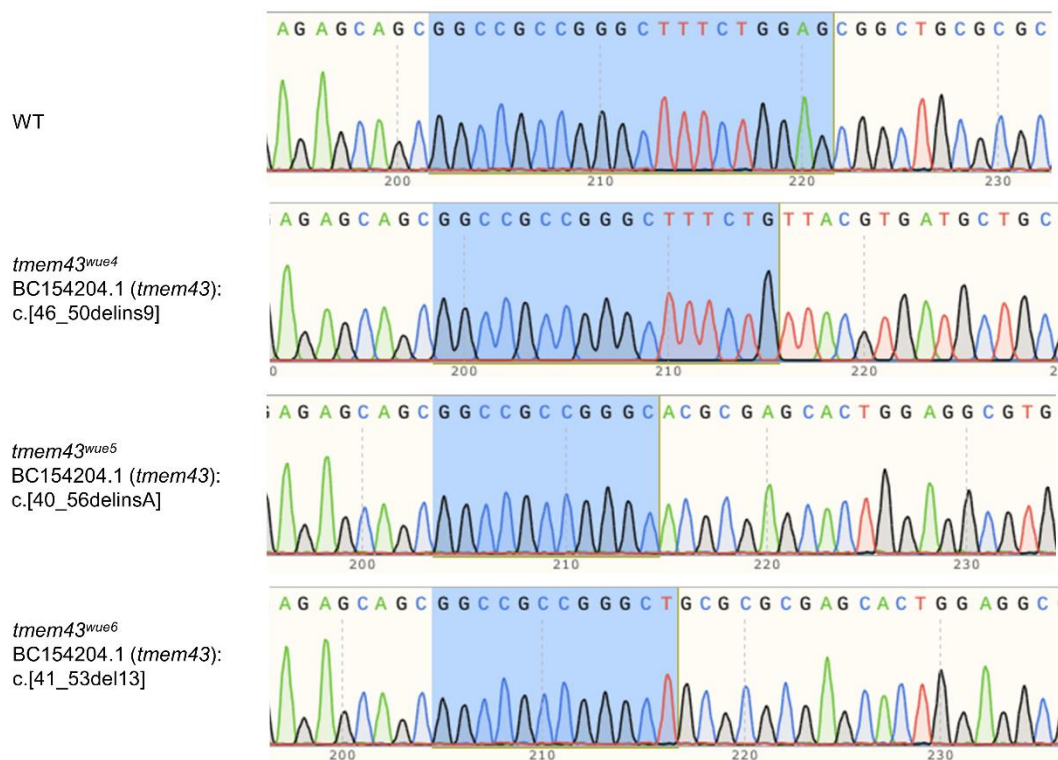**C**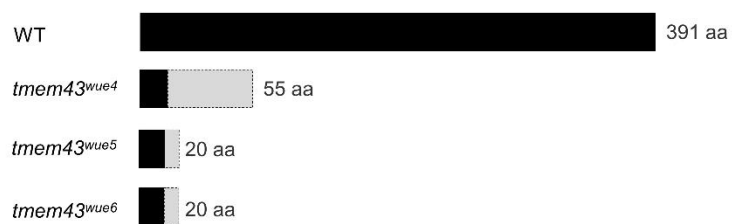**D**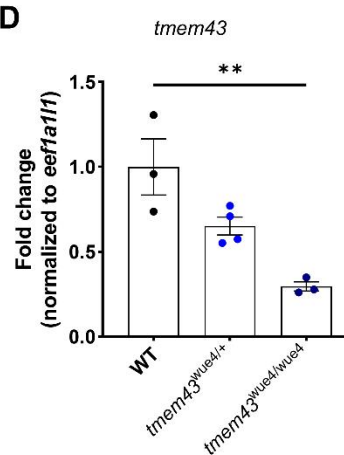

Figure S8: Generation of *tmem43* mutant zebrafish using CRISPR/Cas9.

(A) Schematic illustration showing the genomic wild-type (WT) reference sequence in exon 2 of *tmem43* targeted for the induction of knock-out mutations. The target sequence is highlighted in blue and the PAM sequence is highlighted in yellow. Inserted nucleotides are highlighted by red lowercase letters and deletions are highlighted by blue dashes. The net change of each indel mutation is noted in brackets at the right end of each sequence. (B) Sanger sequencing traces for WT and homozygous zebrafish lines *tmem43^{wue4}*, *tmem43^{wue5}* and *tmem43^{wue6}*. The target sequence is highlighted in blue. (C) Protein frame of WT Tmem43 and the predicted truncated proteins resulting from the frameshift caused by the indel mutations. In *tmem43^{wue4}* the first 15 amino acids (aa; black) are identical to those of the WT Tmem43 protein, followed by 40 altered amino acids (grey) before termination. In *tmem43^{wue5}* the first 13 aa (black) are identical to those of the WT protein, followed by 7 altered amino acids (grey) before termination. The 13 bp deletion in *tmem43^{wue6}* results in a truncated protein of 20 aa with the first 13 aa (black) identical of those of the WT Tmem43 protein, followed by 7 nonsense amino acids (grey). (D) Quantitative reverse transcription PCR demonstrates transcript reduction of *tmem43* in skeletal muscle of both *tmem43* heterozygous (*tmem43^{wue4/+}*) and homozygous (*tmem43^{wue4/wue4}*) mutants. Relative *tmem43* expression is calculated in relation to *tmem43* expression levels in WT fish. Significance was determined by one-way ANOVA with Bonferroni's multiple comparison test, ** $p \leq 0.01$. Error bars correspond to SEM.

Table S1: Predicted effect of different TMEM43-p.P111 variants

	gnomAD<br>v2.2.1	BayesDel-addAF		BayesDel-noAF		PON-P2		ClinPred		PolyPhen-2	
	Allele<br>frequency	Score	Prediction	Score	Prediction	Score	Prediction	Score	Prediction	Score	Prediction
**c.331C>G<br>(p.P111A)**	-	-0.110083	benign	-0.395903	benign	0.174	benign	0.605761408805847	likely<br>pathogenic	0.304	benign
**c.332C>A<br>(p.P111Q)**	-	-0.189698	benign	-0.510265	benign	0.169	benign	0.495748847723007	benign	0.015	benign
**c.332C>T<br>(p.P111L)**	0.000007959	-0.16219	benign	-0.373897	benign	0.206	benign	0.353343665599823	benign	0.749	possibly<br>damaging

The bioinformatic algorithms of BayesDel-addAF, BayesDel-noAF, PON-P2, ClinPred and PolyPhen-2 were used to predict the effect of the different missense TMEM43 variants at amino acid position p.P111.

How the deposited data were processed for this re-analysis (not part of the article)

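Gene expression was measured by RNA-seq in pooled ventricles of adult zebrafish, with 3 libraries from NTG, 4 from TMEM43-WT, 3 from TMEM43-P111L and 4 from TMEM43-S358L. The deposited values are expected counts: according to the paper and the submitters' notes, the authors trimmed the reads with Cutadapt 2.5, aligned them to GRCz11 with STAR 2.7.2b and summarized them per gene with featureCounts 1.6.4, and many values end in fractions, so that reads on several places or on overlapping features were split. The paper's text does not state how such reads or the strand were handled. No scaling for depth or gene length had been applied. The table also holds 4 columns of numbers from the annotation, which were not used as samples, and 9084 of its 39289 features are tRNA genes. A value counted as whole within a tolerance of 1e-09, and 53.6% of the tested genes were whole in every library.

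The counts were rounded and analysed in R 4.3.3. Totals per library ran from 20621770 to 32418475 reads, and the scaling factors by TMM from 0.8243 in TMEM43-WT replicate 1 to 1.137 in TMEM43-WT replicate 6. Genes that passed filterByExpr by genotype were tested with the quasi-likelihood test of edgeR 4.0.16 with robust estimation, with genotype as 1 factor of 4 groups, so that the spread is estimated over all 14 libraries. The p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.05. The paper used DESeq2 1.24.0, and DESeq2 1.42.0 served as an alternative. The comparisons were each transgenic line with NTG, each pair of lines, and libraries labelled 18 to 21 months with libraries labelled 5 months, divided at 12 months and with genotype as a covariate. Each comparison of groups was repeated on other splits of the same libraries.

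Principal components were computed from blind rlog values of the 500 most variable genes and tested with a permutation test of the pseudo-F with 100000 permutations. Overlaps between lists of DEGs were set beside the numbers that independent lists would share and the correlation of their log2 fold changes beside that in 20 simulations of unchanged groups set against the same NTG libraries, because 3 NTG libraries cannot be halved. No KEGG annotation was at hand, so 51 gene lists with 2016 entries were fixed before the data were examined, of which 1970 entries were found and 50 lists had at least 5 tested members. The list of mitochondrially encoded genes had no tested member. The lists were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, with an estimated correlation and fry as alternatives, and for enrichment among called genes with a one-sided Fisher's exact test against all tested genes, at a threshold of 0.1 as in the paper.

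Genes are named by a rule fixed before the data were examined: in each comparison the 6 highest and 6 lowest log2 fold changes among called genes with a mean of at least 5 CPM, no overlap between the 2 groups (not asked for age) and a gene symbol that is not a clone or contig name; up to 4 members with the smallest p of each gene list described; and the genes the paper names in its text and in Fig. 5E and Fig. 6G, with tmem43 and eef1a1. The genes nppa, cd74a, cd74b and si:dkey-19a16.7 fall outside this rule and were named after their values were seen.

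The tests were run on simulated counts, drawn once per comparison from the mean level of each gene, the library sizes and the spread estimated by edgeR. In each draw 200 genes with a mean of at least 5 CPM were changed by known folds. Genes were drawn independently of each other from edgeR's own model, so the rates below hold for that model and not for the real noise between libraries. At an adjusted p under 0.05 edgeR gave 3.49% false calls for TMEM43-WT against NTG, 7.69% for TMEM43-P111L, 6.17% for TMEM43-S358L, 9.38% for TMEM43-S358L against TMEM43-WT, 2.67% for TMEM43-P111L against TMEM43-WT, 3.41% for TMEM43-P111L against TMEM43-S358L and 5% for age. Of genes changed 2-fold it recovered 19.4% for TMEM43-P111L against NTG, 23.9% for TMEM43-S358L against NTG, 35.8% for TMEM43-S358L against TMEM43-WT and 58.2% for age, and of genes changed 4-fold 89.4%, 90.9%, 93.9% and 95.5%. DESeq2 gave 14.2% to 21.6% false calls on the same data.

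Alternatives set before the data were examined were DESeq2 and limma-voom, DESeq2's size factors (RLE) in place of TMM, no filter and a filter of at least 1 CPM in 3 libraries, an absolute log2 fold change of at least 0.5 as in Fig. S7, age group as a covariate, each age group alone, only the 2 groups compared, the replicate number as a block, other transformations for the principal components, and leaving out each library. Added after seeing the data were genes with whole counts only, leaving out the 2 libraries with the lowest TMM factors, and DESeq2 with the threshold of Fig. S7. No library was left out of the values at the claims. No pair of libraries was alike enough to be a duplicate, with a lowest chi-square per degree of freedom of 44.53 over genes with a mean count of at least 100.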

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

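The test of a different share of the main cell type was chosen after its result was seen. In 9 of 110 groups of 4 libraries that were tested for a library far from the others, 1 library stood apart by Dixon's criterion, where chance gives 5.5. Of these, 6 concern TMEM43-WT replicate 1, the only TMEM43-WT library labelled 5 months: mmp13a with 40.3 CPM, pvalb3 with 4.44 CPM, mcm6 with 20 CPM, mcm3 with 19.7 CPM, znf367 with 25.4 CPM and ogn with 14.3 CPM. The other 3 are bnip4 with 6.43 CPM in TMEM43-WT replicate 4, vtg4 with 0.536 CPM in TMEM43-S358L replicate 1 and clu with 122 CPM in TMEM43-S358L replicate 4, the only library of that line labelled over 12 months.

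The paper's analysis of the RNA-seq data does not compare ages. Between libraries labelled 18 to 21 months and 5 months, with genotype as a covariate, edgeR called 169 genes, 72 higher and 97 lower in the older fish. Only the real split (1 of 100 drawn) gave so many, and the highest of the others gave 56, which argues against a chance division of the libraries. The count nevertheless depends on single libraries, as leaving out any of them moved it more than 1.5 times: the count was 324, 101 and 96 without NTG replicate 2, 3 or 4, 29, 48, 54 and 75 without TMEM43-WT replicate 1, 4, 5 or 6, 4, 47 and 21 without TMEM43-P111L replicate 2, 3 or 4, and 84, 51, 102 and 1 without TMEM43-S358L replicate 1, 2, 3 or 4. For the difference between age groups in the effect of a line, 1 gene passed in TMEM43-P111L (si:dkey-19a16.7, adjusted p = 0.0366; 1003 genes at an unadjusted p under 0.05). By the labels NTG over 12 months, TMEM43-WT and TMEM43-P111L at 5 months and TMEM43-S358L over 12 months have 1 library each, so that each of these tests rests on single libraries whose spread is taken from the other groups, and says little about a line. None passed by edgeR in TMEM43-WT (lowest adjusted p 0.0647, 1795 genes at an unadjusted p under 0.05) or in TMEM43-S358L (lowest adjusted p 0.29, 823 genes), and no other tool was run on this difference.

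Macrophage and general leukocyte markers, which the paper does not discuss, had a median log2 fold change of 0.853 in TMEM43-WT against NTG, with 3 of 39 upregulated (15 adjusted over the list alone; camera adjusted p = 1.18e-06, and adjusted p = 0.951 with an estimated correlation), and were lower in TMEM43-S358L than in TMEM43-WT by a median of -0.624. The most abundant of them, cd74a, was at 389.3 CPM in TMEM43-WT, 286.6 in TMEM43-S358L and 239.7 in NTG, and the next, cd74b, at 110.6, 86.1 and 63.08 CPM; all 39 are expressed in these ventricles and 3 stand in another list too. Against age as the whole cause of the difference between TMEM43-S358L and TMEM43-WT, the median was -0.493 (standard error 0.0977) with age group as a covariate; against a different share of cardiomyocytes, fibroblast and extracellular matrix genes went the other way with a median of 0.291 (standard error 0.0841; 0.185, standard error 0.0766, with age group as a covariate), while endothelial markers were at -0.112 (standard error 0.084); and against a single library, the highest camera adjusted p without 1 library was 9.91e-05. The standard errors of list medians in this paragraph are the SD over the genes of a list divided by the square root of their number. They take the genes as independent and do not measure the spread over libraries. Whether a median lies apart from 0 or from another list beyond that spread stays open, also for the fibroblast list. The tests of these 3 explanations also leave open whether the genes move beyond their own correlation, since adjusted p was 0.992 with an estimated correlation and 0.605 with fry. Fewer macrophages or less activated ones in TMEM43-S358L than in TMEM43-WT remain a candidate explanation, for which no biological test was possible; lymphocyte markers (median -0.0596, standard error 0.145) and thrombocyte markers (-0.104, standard error 0.147) give no sign of a loss of all blood cells, and neutrophil markers were at -0.69 (standard error 0.365).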

How the results depend on the processing

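Genes with whole counts only, leaving out the libraries with the lowest TMM factors, and DESeq2 with the threshold of 0.5 were chosen after seeing the data. No result reversed its direction under any setting run. All 28 values recomputed with RLE, the 8 with limma-voom, the 8 without a filter and the 8 with the threshold of 0.5 kept their side of the threshold or stayed within 1.5 times, and the test of the principal components by genotype stayed past its threshold under every transformation. Of 417 gene values 413 kept their call with RLE and 348 with DESeq2, where the other 69 became called and none lost its call; with age group as a covariate 326 of 354 kept it, 18 lost it and 10 gained it; over all values with 1 library left out, 646 of 3270 lost the call and 45 gained it. Where no cause is named below, the cause was not tested. The self-test recovered few genes changed 1.5-fold (2.99% for TMEM43-WT against NTG).

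For the counts of DEGs in TMEM43-WT, TMEM43-P111L and TMEM43-S358L against NTG and in TMEM43-S358L against TMEM43-WT, DESeq2 gave 2334, 2106, 1910 and 647, with 440 for TMEM43-P111L against TMEM43-WT, 431 for TMEM43-P111L against TMEM43-S358L and 563 for age. Its overlaps were 1126 for TMEM43-WT with TMEM43-P111L, 311 for TMEM43-P111L with TMEM43-S358L but not TMEM43-WT, and 585 for TMEM43-S358L only. With the threshold of 0.5 DESeq2 gave 2318, 2101, 1895 and 646, and overlaps of 1120, 311 and 580. Within age groups fewer samples per comparison were tested: 402 genes passed for TMEM43-WT, 332 for TMEM43-P111L, 37 for TMEM43-S358L against TMEM43-WT and overlaps of 117 and 99 within the 5-month libraries, while the number for TMEM43-S358L only rose to 573, as TMEM43-WT and TMEM43-P111L, with 1 library each, pass fewer genes there. Within the 18 to 21 month libraries the counts were 55, 31, 2 and 15 with overlaps of 13, 0 and 1, where NTG and TMEM43-S358L have 1 library each. A lone library is assumed to vary like the other groups, so TMEM43-S358L against NTG sets 1 library against 1 there and its low count says nothing about the line. With only the 2 groups compared in the fit the counts were 540 for TMEM43-P111L and 486 for TMEM43-S358L, and with the replicate number as a block 658, 432 and, for TMEM43-S358L against TMEM43-WT, 14. The numbers gave no steady sign of pairing. Over 13 pairs of libraries with the same number the correlation of their residuals ran from -0.228 to 0.264. In 5 pairs it was the best, all of them pairs of replicate 1 or replicate 4, so a pairing of those libraries stays open. From genes with whole counts only, which are 53.6% of the tested genes, the counts were 589, 626, 422 and 99, with overlaps of 307, 71 and 137. How much of this fall comes from fewer genes tested was not examined. Without TMEM43-WT replicate 1 and TMEM43-S358L replicate 3 the counts were 566 for TMEM43-S358L, 114 for TMEM43-S358L against TMEM43-WT and 149 for TMEM43-S358L only.

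With age group as a covariate 544 genes changed in TMEM43-S358L only, 2 lists passed camera between TMEM43-S358L and TMEM43-WT, and enriched lists numbered 0 for TMEM43-S358L only (UDP-glucuronosyltransferases adjusted p = 1), 0 for TMEM43-S358L against TMEM43-WT (vitellogenin genes adjusted p = 1) and 1 for TMEM43-P111L with TMEM43-S358L. DESeq2 gave 0 (UDP-glucuronosyltransferases adjusted p = 1), 3 and 1 enriched lists for these sets, and the ugt1 cluster counted as 1 gene gave 0 for the first (adjusted p = 1, by construction). The filter of at least 1 CPM in 3 libraries gave 0 for TMEM43-S358L against TMEM43-WT (vitellogenin genes adjusted p = 1), 1 for TMEM43-P111L with TMEM43-S358L, and adjusted p = 0.144 for mTOR effectors in TMEM43-WT with TMEM43-P111L. With a correlation estimated from the data 0 lists passed in TMEM43-WT, TMEM43-P111L, TMEM43-S358L, TMEM43-S358L against TMEM43-WT and age; adjusted p was 0.951, 0.757 and 0.711 for the synthetases in the 3 lines, 0.97, 0.938 and 0.9 for ribosome biogenesis, 0.726 and 0.355 for mTORC1 regulators in TMEM43-WT and TMEM43-P111L and 0.992 for leukocyte markers between TMEM43-S358L and TMEM43-WT. With fry 5, 7, 3, 0 and 2 lists passed, and adjusted p was 0.0715 and 0.0846 for the synthetases in TMEM43-WT and TMEM43-S358L, 0.175, 0.121 and 0.387 for ribosome biogenesis and 0.605 for leukocyte markers.

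Leaving out 1 library, counts ranged from 743 (without NTG 3) to 1443 (without NTG 4) for TMEM43-WT, 518 (without P111L 4) to 1269 (without NTG 4) for TMEM43-P111L, 503 (without NTG 3) to 1042 (without NTG 4) for TMEM43-S358L, 146 (without S358L 2) to 228 (without S358L 4) for TMEM43-S358L against TMEM43-WT, 61 (without P111L 4) to 116 (without WT 1) for TMEM43-P111L against TMEM43-WT, 67 (without P111L 4) to 139 (without P111L 2) for TMEM43-P111L against TMEM43-S358L and 1 (without S358L 4) to 324 (without NTG 2) for age. Overlaps ranged from 325 (without NTG 3) to 734 (without NTG 4) for TMEM43-WT with TMEM43-P111L, 54 (without P111L 4) to 265 (without WT 1) for TMEM43-P111L with TMEM43-S358L and 127 (without S358L 3) to 499 (without P111L 2) for TMEM43-S358L only. Other counts more than 1.5 times off were 759 without NTG 2 and 781 without WT 5 for TMEM43-WT; 742, 662, 714 and 692 without NTG 2, NTG 3, P111L 2 and P111L 3 for TMEM43-P111L; 665, 524 and 617 without NTG 2, S358L 3 and S358L 4 for TMEM43-S358L; and 158, 148, 172, 172 and 161 without WT 4, WT 5, WT 6, S358L 1 and S358L 3 for TMEM43-S358L against TMEM43-WT. Between the other lines they were 93 and 75 without WT 5 and P111L 3 for TMEM43-P111L against TMEM43-WT, and 87, 105 and 118 without P111L 3, S358L 2 and S358L 3 for TMEM43-P111L against TMEM43-S358L. For the overlaps they were 343, 407, 443, 400 and 350 without NTG 2, WT 5, P111L 2, P111L 3 and P111L 4 for TMEM43-WT with TMEM43-P111L; 107, 79, 77, 87, 64 and 85 without NTG 2, NTG 3, P111L 2, P111L 3, S358L 3 and S358L 4 for TMEM43-P111L with TMEM43-S358L; and 162, 210 and 190 without NTG 3, S358L 2 and S358L 4 for TMEM43-S358L only. Lists past camera ranged from 7 to 15 in TMEM43-WT, 11 to 15 in TMEM43-P111L, 9 to 15 in TMEM43-S358L, 4 to 10 for TMEM43-S358L against TMEM43-WT and 12 to 16 for age. For mTORC1 regulators in TMEM43-WT adjusted p ranged from 0.0136 to 0.0745 and for ribosome biogenesis in TMEM43-S358L from 2.47e-09 to 0.108, both highest without NTG 2, where the call was lost.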

Differences from the paper's values

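For TMEM43-WT against NTG the paper reports 2301 DEGs and the present count is 1454; for TMEM43-P111L the paper reports 2078 against 1324, for TMEM43-S358L 1863 against 1073, and for TMEM43-S358L against TMEM43-WT 652 against 282. The paper's number of genes changed in both TMEM43-WT and TMEM43-P111L is 1099 against 694, that of genes changed in TMEM43-S358L only is 583 against 356, and that of genes changed in TMEM43-P111L and TMEM43-S358L but not in TMEM43-WT is 314 against 166. The paper's methods state 3 biological replicates per genotype, while TMEM43-WT and TMEM43-S358L have 4 libraries each here, and which libraries the paper's counts rest on is not stated. The group sizes in the paper's principal component plot and heatmaps match those used here. Both sides use the thresholds of the paper's methods, an adjusted p under 0.05 and an absolute log2 fold change of at least 0.05. Of the alternatives set before the data were examined, DESeq2 brought all 7 counts within 1.5 times the paper's (2334, 2106, 1910, 647, 1126, 585 and 311). With age group as a covariate the counts for TMEM43-S358L, for TMEM43-S358L only and for TMEM43-P111L with TMEM43-S358L came within 1.5 times as well. So did the overlap of TMEM43-WT and TMEM43-P111L without NTG replicate 4, the count for TMEM43-S358L only within the 5-month-old libraries and without TMEM43-WT replicate 1 or TMEM43-P111L replicate 2, 3 or 4, and the count shared by TMEM43-P111L and TMEM43-S358L without TMEM43-WT replicate 1. Under the other alternatives set beforehand the counts stayed more than 1.5 times apart from the paper's.

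The volcano plots label about 1200 genes as up in Fig. S7 for TMEM43-WT, about 1200 for TMEM43-P111L and about 1000 for TMEM43-S358L, read by eye, where 714, 583 and 467 genes were higher in the line than in NTG. The genes that plots label as down, about 1100, about 890 and about 860 in Fig. S7, stand beside 740, 741 and 606 lower genes, which is within 1.5 times. The legend and the main text name the panels of TMEM43-P111L and TMEM43-S358L in opposite order, so these were assigned by the sums of their counts, and both name NTG first, so that the plots may show NTG against the line. Turned this way, the genes labelled up stand beside 740, 741 and 606 lower genes and those labelled down beside 714, 583 and 467 higher ones, all more than 1.5 times apart. With DESeq2 and the threshold of 0.5 of Fig. S7, a combination chosen after seeing the values, 1177 genes were higher and 1141 lower in TMEM43-WT, 925 and 1176 in TMEM43-P111L and 890 and 1005 in TMEM43-S358L. For TMEM43-P111L and TMEM43-S358L the plots have more genes up than down, and the present values lie close to the plots' numbers only when turned; which way the plots were drawn is not stated.

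The paper finds no enriched pathway among genes changed in TMEM43-S358L only and among genes that differ between TMEM43-WT and TMEM43-S358L, and enriched metabolic pathways among genes shared by TMEM43-P111L and TMEM43-S358L, each with KEGG. With the lists fixed here, at the same threshold of 0.1, UDP-glucuronosyltransferases were enriched in the first set (adjusted p = 0.000715) and vitellogenin genes in the second (adjusted p = 0.0531), and none of the 50 lists in the third, where glycolysis, N-glycosylation and sarcomere genes came closest, each at adjusted p = 0.159. In the third set UDP-glucuronosyltransferases passed with DESeq2 (adjusted p = 0.000176), as glycolysis genes did at a filter of 1 CPM (adjusted p = 0.0578) and sarcomere genes with age group as a covariate (adjusted p = 0.0743). The first set had 0 enriched lists with DESeq2 and with age group as a covariate, and the second had 0 with age group as a covariate and at a filter of 1 CPM. Of the 30 genes of Fig. 5E, 5 in TMEM43-WT and 1 in TMEM43-P111L did not pass, and of the 33 genes of Fig. 6G, 15 in TMEM43-P111L and 10 in TMEM43-S358L; with DESeq2 all passed but 1 gene of Fig. 6G in TMEM43-P111L. The variance of both principal components matches the numbers printed in Fig. S7.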

Other observations

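The tests of age on the genes changed in all lines, of neighbouring genes in sets other than that one and of the start of chromosome 3 were chosen after the results were seen. Of 75 genes of the nuclear pore and nuclear transport, which the paper does not discuss, 15 were upregulated in TMEM43-WT and 16 in TMEM43-P111L and none was downregulated (23 and 29 adjusted over the list alone; camera adjusted p = 1.42e-07 and adjusted p = 4.28e-10, and adjusted p = 0.726 and adjusted p = 0.477 with an estimated correlation). Examples are the exportin gene cse1l with a log2 fold change of 0.90 in TMEM43-WT and the pore gene nup188 with 1.16 in TMEM43-P111L. Of 59 autophagy and lysosome genes 3 were upregulated and 8 downregulated in TMEM43-WT, 2 and 11 in TMEM43-P111L and 2 and 8 in TMEM43-S358L (3 and 13, 2 and 18, and 2 and 11 adjusted over the list alone; camera adjusted p = 0.00263, adjusted p = 0.000198 and adjusted p = 0.000634, and adjusted p = 0.779, adjusted p = 0.477 and adjusted p = 0.689 with an estimated correlation), among them the autophagosome gene atg9b at -1.82 in TMEM43-WT and -2.30 in TMEM43-P111L. Of 14 RNA polymerase I genes 2 were upregulated in TMEM43-WT and 3 in TMEM43-P111L (camera adjusted p = 0.0324 and adjusted p = 0.00325, and adjusted p = 0.951 and adjusted p = 0.757 with an estimated correlation). Natriuretic peptide and hypertrophy markers did not shift as a group: of 29 genes 2 were upregulated and 1 downregulated in TMEM43-WT, 1 was upregulated in TMEM43-P111L and none changed in TMEM43-S358L by edgeR (camera adjusted p = 0.663, adjusted p = 0.637 and adjusted p = 0.554), and nppa had log2 fold changes of 0.05, 0.09 and 0.10. Of 41 sarcomere genes 2 were upregulated in TMEM43-WT, 3 were upregulated and 2 downregulated in TMEM43-P111L and 2 and 2 in TMEM43-S358L (camera adjusted p = 0.951, adjusted p = 0.731 and adjusted p = 0.864).

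Between the age groups of the labels some genes of proliferation and energy metabolism differed, with genotype as a covariate and no test within each genotype. Of 50 cell cycle genes 2 were lower in the libraries labelled 18 to 21 months and none higher (18 lower when adjusted over the list alone), with a median log2 fold change of -1.12 (camera adjusted p = 1.28e-12, and adjusted p = 0.781 with an estimated correlation); the replication helicase genes mcm3 (-1.96, standard error 0.338, adjusted p = 0.0221 from edgeR) and mcm6 (-2.38, standard error 0.506, adjusted p = 0.0475) are the 2 that passed. Of 33 fatty acid oxidation genes 5 were lower and none higher (17 lower over the list alone; median -0.457, camera adjusted p = 3.85e-12, and adjusted p = 0.715 with an estimated correlation), such as cpt2 (-0.68) and hadhb (-0.63), and of 25 genes of the TCA cycle 2 were lower (8 over the list alone; camera adjusted p = 6.08e-06, and adjusted p = 0.781 with an estimated correlation). Of 43 fibroblast and extracellular matrix genes 5 were lower (12 lower and 1 higher over the list alone; camera adjusted p = 0.000319, and adjusted p = 0.781 with an estimated correlation), with sparc at -1.10 and postnb at -1.57, and the granulin gene grn2 was higher at 2.90. Within TMEM43-WT, mcm3 and mcm6 stood apart in replicate 1, its only library labelled 5 months. Each of these gene calls was lost without TMEM43-S358L replicate 4, and the older libraries are 3 of 4 in TMEM43-WT against 1 of 4 in TMEM43-S358L. The endogenous tmem43, annotated from 2109 to 2582 on an unplaced scaffold, was at 14.5 ± 3.69 CPM (SD, n = 3) in NTG, 15.4 ± 3.07 (SD, n = 4) in TMEM43-WT, 11.2 ± 4.64 (SD, n = 3) in TMEM43-P111L and 12.9 ± 3.27 (SD, n = 4) in TMEM43-S358L, with adjusted p of 0.888, 0.519 and 0.786 from edgeR. These are not the transgenes, whose transcripts the table does not list. By qPCR the paper reports a slight reduction of tmem43 in all transgenic lines. The present test missed most 2-fold changes on simulated data and cannot decide on a slight reduction.

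In all 3 lines 402 genes changed the same way against NTG. Age as the whole cause is argued against, since 350 of them changed the same way in all lines with age group as a covariate and their median absolute log2 fold change in TMEM43-WT went from 1.45 to 1.41. Reads shared between paralogs as the whole cause are argued against too, since 1.95% of the genes with whole counts, which hold no split reads, belong to the set. Among genes with split reads the share was higher, at 2.72%, so that a part played by shared reads in those genes stays open. A family or strain variant that the lines share and NTG lacks stays open: 34.8% of the set had another member within 500 kb, against a mean of 30.9% and a 95th percentile of 35.6% in 2000 random sets. Without genes that hold split reads the share in the set was 15.6%. The mean of 15.7% beside it comes from random sets of like size that could still hold such genes. Expression of the transgene, which the lines share as well, stays among the open explanations and was not tested apart from descent.

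UDP-glucuronosyltransferases were enriched among genes changed in TMEM43-S358L only. Reads shared between paralogs inflate the number of genes behind this, and whether an enrichment remains without them stays open: counting the ugt1 cluster as 1 gene gave an adjusted p of 1, but by construction, since 5 of the 6 genes become 1. An age difference between the groups stays open too: with age group as a covariate the adjusted p was 1, because 6 of 6 ugt1b genes then passed in TMEM43-P111L as well and 3 in TMEM43-WT, while the folds in TMEM43-S358L hardly moved (ugt1b1 from 1.13, standard error 0.230, to 1.09, standard error 0.189; in TMEM43-P111L from 0.78 to 0.92). The mean counts of ugt1b2, ugt1b3, ugt1b4 and ugt1b7 were 126 to 128, with ratios to ugt1b2 of 0.969 to 1.06 in every library. Such counts are nearly the same reads listed under several genes. Whether the cluster responds in TMEM43-S358L more than in the other lines was not settled by these tests.

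Other splits of the same libraries gave far fewer DEGs than the real grouping, which alone reached its count (1 split in each case). This argues against a chance division of the libraries for TMEM43-WT against NTG (1454 against 1 at most in the other splits, of 35) and TMEM43-S358L against NTG (1073 against 9, of 35). The same holds for TMEM43-S358L against TMEM43-WT (282 against 0, of 35), TMEM43-P111L against TMEM43-WT (144 against 0, of 35) and TMEM43-P111L against TMEM43-S358L (182 against 1, of 35). A share of 1 in 35 is the smallest possible here, and the other splits mix the groups, which widens their spread where the groups differ. Differences between families or pools of fish are not addressed by the splits. For TMEM43-P111L against NTG (1324 against 2) the 10 splits are too few to decide. Sharing of neighbours within 500 kb was examined in 11 sets. Of the genes that differ between TMEM43-S358L and TMEM43-WT, 36.5% had a neighbour in the set (95th percentile of random sets 28.1%). The share was 22.9% between TMEM43-P111L and TMEM43-WT (19.3%) and 31.6% between TMEM43-P111L and TMEM43-S358L (21.3%). Without genes that hold split reads the first share was 14.9%. Its random sets (95th percentile 17.4%) could still hold such genes. Against NTG, 43.1% of the genes changed over 4-fold in TMEM43-WT had a neighbour in the set (38.7%). Genes changed in TMEM43-P111L had a neighbour more often than all but a share of 0.029 of random sets. This leaves a variant shared by neighbours open for these sets. All genes changed in TMEM43-WT (72.3%, 95th percentile 72.4%) and in TMEM43-S358L (62%, 95th percentile 63%) stayed below. On chromosome 3 from 1 to 5000000, a region picked after seeing the values, 34 of 88 genes were DEGs in TMEM43-WT (against 8.37% of all genes), 21 in TMEM43-P111L (against 7.6%) and 17 in TMEM43-S358L (against 6.17%), while 1 differed between TMEM43-S358L and TMEM43-WT. Between TMEM43-P111L and either other line 0 of them differed. A variant that the lines share and NTG lacks stays open for this region.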
